# Knockdown of heterochromatin protein 1 binding protein 3 recapitulates phenotypic, cellular, and molecular features of aging

**DOI:** 10.1111/acel.12886

**Published:** 2018-12-13

**Authors:** Sarah M. Neuner, Shengyuan Ding, Catherine C. Kaczorowski

**Keywords:** aging, cognitive decline, electrophysiology, transcriptomics, viral vectors

## Abstract

Identifying genetic factors that modify an individual's susceptibility to cognitive decline in aging is critical to understanding biological processes involved and mitigating risk associated with a number of age‐related disorders. Recently, heterochromatin protein 1 binding protein 3 (*Hp1bp3*) was identified as a mediator of cognitive aging. Here, we provide a mechanistic explanation for these findings and show that targeted knockdown of *Hp1bp3 *in the hippocampus by 50%–75% is sufficient to induce cognitive deficits and transcriptional changes reminiscent of those observed in aging and Alzheimer's disease brains. Specifically, neuroinflammatory‐related pathways become activated following *Hp1bp3 *knockdown in combination with a robust decrease in genes involved in synaptic activity and neuronal function. To test the hypothesis that *Hp1bp3 *mediates susceptibility to cognitive deficits via a role in neuronal excitability, we performed slice electrophysiology demonstrate transcriptional changes after *Hp1bp3 *knockdown manifest functionally as a reduction in hippocampal neuronal intrinsic excitability and synaptic plasticity. In addition, as *Hp1bp3 *is a known mediator of miRNA biogenesis, here we profile the miRNA transcriptome and identify mir‐223 as a putative regulator of a portion of observed mRNA changes, particularly those that are inflammatory‐related. In summary, work here identifies *Hp1bp3 *as a critical mediator of aging‐related changes at the phenotypic, cellular, and molecular level and will help inform the development of therapeutics designed to target either *Hp1bp3 *or its downstream effectors in order to promote cognitive longevity.

## 1 INTRODUCTION

Most individuals will experience some degree of cognitive decline during aging, although the extent of this decline can vary widely. As aging is the leading risk factor for many neurodegenerative diseases, including Alzheimer's, it is critical to understand why some individuals are at increased risk for age‐related cognitive decline and eventual dementia. Studies suggest up to 60%–70% of the variation observed in cognitive abilities during aging are attributable to genetic factors (McClearn et al., 1997), although precise variants involved have been difficult to identify. Recently, our laboratory identified heterochromatin protein 1 binding protein 3 (*Hp1bp3*) as a modifier of cognitive aging in mice (Neuner et al., 2016). Using a forward genetics screen in the BXD genetic reference panel, we identified a quantitative trait locus (QTL) on chromosome 4 which harbored variants responsible for variation in cognitive abilities at midlife. Using a combination of bioinformatics and functional validation approaches, *Hp1bp3 *emerged as a likely gene candidate responsible for mediating the QTL effect. Specifically, strains harboring the DBA2/J (D2) allele of *Hp1bp3 *exhibited decreased *Hp1bp3 *gene expression in the hippocampus in combination with exacerbated cognitive aging. This relationship between decreased *Hp1bp3 *and reduced cognitive function was observed in the *Hp1bp3 *knockout mouse as well as aging impaired humans (Neuner et al., 2016). However, the mechanistic link between *Hp1bp3 *and regulation of cognitive function remains to be elucidated. Therefore, the goal of this study was to better understand how *Hp1bp3 *influences cognitive function under baseline conditions in adult animals by using virally encoded shRNA targeting *Hp1bp3 *designed to reduce expression similar to that observed in aging impaired individuals.

*Hp1bp3 *is a heterochromatin binding protein that is related to the histone H1 family of proteins (Garfinkel, Melamed‐Book, Anuka, Bustin, & Orly, 2015). It has been implicated in a variety of functions, most notably selective regulation of gene expression via a role in the modulation of chromatin structure (Dutta et al., 2014) and micro‐RNA (miRNA) biogenesis in human cells (Liu et al., 2016). In our previous study, enrichment analysis of the hippocampal transcriptome in relation to *Hp1bp3 *identified negative correlates of *Hp1bp3 *significantly enriched for localization to the plasma membrane, with functional annotations including ion channel activity and G‐protein coupled receptor activity (Neuner et al., 2016). Plasma membrane ion channels and receptors are critical regulators of neuronal excitability and synaptic plasticity, leading candidate mechanisms for memory storage (Kandel, 2001). Taken together, this information led us to hypothesize that *Hp1bp3 *may be mediating its effects on cognitive longevity via the modulation of hippocampal neuronal excitability.

Synaptic plasticity mechanisms such as long‐term potentiation (LTP) have been identified as leading molecular and cellular mechanisms of memory storage based on their properties of that include input specificity and associativity (Bliss & Collingridge, 1993). Intrinsic neuronal excitability is intimately linked to these processes, as changes in the intrinsic excitability of a neuron will influence its ability to respond to input—ultimately influencing synaptic throughput and the ability of a neural network to undergo long‐lasting changes such as LTP (Zhang & Linden, 2003). Multiple lines of evidence support the contention that these mechanisms are critical for learning and memory. For example, aged cognitively impaired rodents exhibit significantly decreased intrinsic neuronal excitability relative to young or nonimpaired controls (Kaczorowski & Disterhoft, 2009), and pharmacological agents that block LTP have also been observed to impair cognitive function (Abraham & Mason, 1988).

De novo gene transcription is a fundamental biological process underlying LTP and corresponding modification of synapses. Upon neuronal activation, a highly specific cascade of gene transcription is initiated that, under the right conditions, results in stable and long‐lasting functional changes including synaptic localization of ion channels and receptors as well as growth and morphological alterations of both axons and dendrites (Gutierrez & Davies, 2011). As with LTP itself, multiple lines of evidence support the notion that gene transcription is critical for successful memory formation and consolidation, including studies that have demonstrated amnesic effects resulting from blocking mRNA synthesis (Da Silva et al., 2008). Multiple classes of genes have been implicated in plasticity‐related transcription, including transcription factors such as the cAMP‐response element‐binding protein (CREB) family and immediate early genes such as the activity‐regulated cytoskeleton‐associated protein (*Arc*) and *c‐Fos *(Alberini & Kandel, 2014).

However, it remains to be elucidated exactly how these transcriptional programs are activated and how variation in de novo gene transcription under baseline conditions may contribute to cognitive impairment. The precise nature of activity‐related gene transcription implicates modification of chromatin structure as critical for memory formation and consolidation, as specific genes need to be accessible by transcriptional machinery at defined intervals.

Here, we assess the effects of a hippocampus‐specific knockdown (KD) of *Hp1bp3 *on cognitive function, the hippocampal transcriptome, neuronal excitability, and synaptic plasticity. We perform these experiments in both the C57BL6/J (B6) and D2 inbred mouse strains to enhance the rigor of our approach, as recent findings suggest studies conducted in a single genetic background limit the generalizability of mouse studies (Sittig et al., 2016). We chose these two strains as they are the parental lines of the BXD genetic reference panel that was originally used to discover *Hp1bp3 *as a modifier of cognitive aging (Neuner et al., 2016; Peirce, Lu, Gu, Silver, & Williams, 2004). In addition, the B6 and D2 strains show marked phenotype differences in a variety of domains, including both cognitive function and hippocampal neuronal excitability (Matsuyama, Namgung, & Routtenberg, 1997; Nguyen, Abel, Kandel, & Bourtchouladze, 2000; Philip et al., 2010). It was our hypothesis that any effect of *Hp1bp3 *KD observed across strains would be robust and potentially translatable to diverse genetic contexts.

## 2 RESULTS

### 2.1 Hippocampus‐specific knockdown of *Hp1bp3* impairs cognitive function

In order to test the hypothesis that *Hp1bp3 *modifies cognitive function through a hippocampus‐specific effect rather than a peripheral effect (Garfinkel, Arad, et al., 2015), we designed an adeno‐associated virus serotype 9 (AAV9) viral vector encoding either shRNA for *Hp1bp3 *or a scrambled (scrmb) control and delivered 1.0 µl bilaterally to the dorsal hippocampus of adult (3–6 months) B6 and D2 mice (Figure 1a). Efficacy of the viral vector to reduce HP1BP3 levels was confirmed via western blot (Figure 1b). Notably, no reduction in HP1BP3 levels was observed in the cortex or cerebellum, indicating minimal viral spread outside our target region (Supporting Information Figure S1). Four to six weeks following injection, we assessed both working and long‐term contextual fear memory in these mice. There was a significant effect of *Hp1bp3 *KD on working memory as measured in the T‐maze, with both B6 and D2 mice receiving AAV9‐shRNA‐*Hp1bp3 *performing worse than their control counterparts [Figure 1b, two‐way ANOVA, effect of treatment *F*(1, 41) = 5.9, *p* = 0.02]. Long‐term contextual fear memory was then assessed via contextual fear conditioning. Although D2 mice overall performed more poorly than B6 mice during training, there was no effect of *Hp1bp3 *KD on contextual fear acquisition as measured by freezing during the 40 s following the final shock [Figure 1c, left, two‐way ANOVA, effect of strain *F*(1, 39) = 5.4, *p* = 0.03, effect of treatment *F*(1, 39) = 0.12, *p* = 0.73]. In contrast, there was a significant main effect of treatment on contextual fear memory [Figure 1c, right, two‐way ANOVA, effect of strain *F*(1, 39) = 56.4, *p* < 0.001, effect of treatment, *F*(1, 39) = 13.6, *p* = 0.001], suggesting *Hp1bp3 *is uniquely involved in mechanisms underlying memory consolidation and/or recall, but not fear acquisition. This effect was driven by the B6 strain, as the D2 mice performed so poorly no additional effect of treatment was observed, as evidenced by a significant interaction between strain and treatment [interaction between strain and treatment *F*(1, 39) = 14.5, *p* < 0.001]. These effects were not due to nonspecific effects on anxiety, activity, or overall growth as measured by open‐arm entries on the elevated plus maze, total arm entries, speed, and weight, respectively (Supporting Information Figure S2).

**Figure 1:**
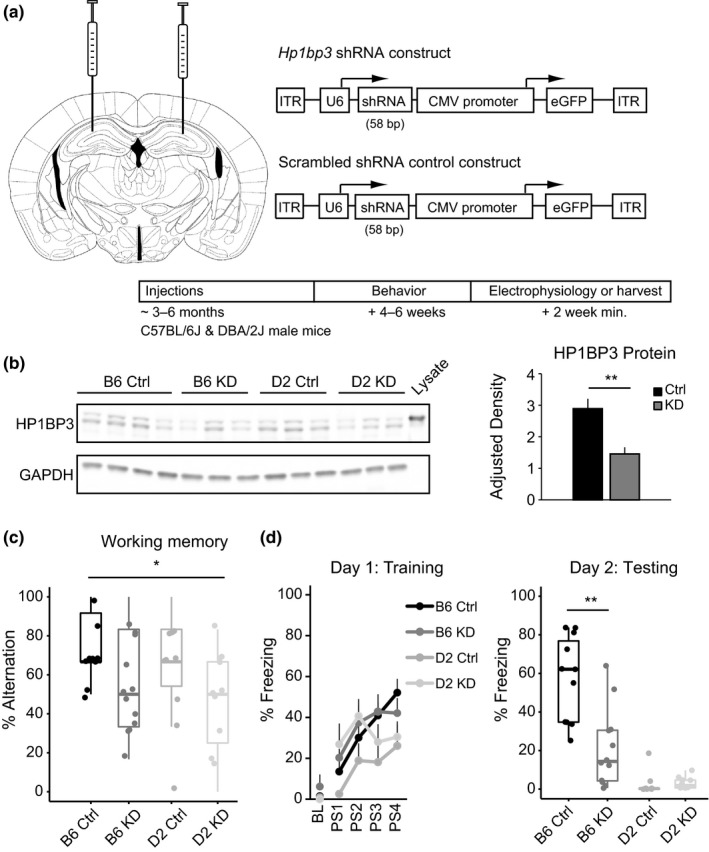
Hippocampus‐specific knockdown of *Hp1bp3* impairs cognitive function. (a) 1.0 μl of AAV9 encoding either *Hp1bp3 *shRNA or a scrambled control was injected bilaterally into the dorsal hippocampus of adult C57BL/6 J (B6) and DBA/2 J (D2) mice. After 4–6 weeks, a subset of mice were behaviorally tested. A minimum of two weeks later, mice were either harvested or used for electrophysiology. Mouse brain image adapted from The Mouse Brain in Stereotaxic Coordinates (Paxinos and Franklin, 2013). (b) Left, efficacy of the viral vector to reduce HP1BP3 levels in the hippocampus was confirmed via western blot; *n* = 6/group, two‐way ANOVA effect of strain *F*(1, 20) = 1.2 *p* = 0.3, effect of treatment *F*(1, 20) = 15.6, *p* = 0.001, no interaction. Right, data from four independent blots (two experiments) were pooled across strains (*n* = 12/group) and quantified. Lysate from human 293 T cells overexpressing HP1BP3 was used as a positive control. (c) Working memory was measured in the T‐maze. A significant effect of treatment was observed *F*(1, 41) = 5.9, *p* = 0.02, indicating that *Hp1bp3 *KD impairs working memory function across B6 and D2 mice. (d) Long‐term memory was assessed using contextual fear conditioning. Although B6 and D2 mice acquired the task differently on Day 1 [effect of strain, *F*(1, 39) = 5.4, *p* = 0.03], *Hp1bp3 *KD had no effect on the extent of these differences [effect of treatment, *F*(1, 39) = 0.12, *p* = 0.73]. Right, when mice were placed back in the training chamber on Day 2, D2 mice performed significantly worse than B6 mice [effect of strain *F*(1, 39) = 56.4, *p* < 0.001]—so poorly that further impairment caused by *Hp1bp3 *reduction could not be observed. However, *Hp1bp3 *KD did impair contextual fear memory in B6 mice [effect of treatment, *F*(1, 39) = 13.6, *p* = 0.001, interaction between strain and treatment *F*(1, 39) = 14.5, *p* < 0.001]. *main effect of treatment, *p* < 0.05, **t test, *p* < 0.05

### 2.2 *Hp1bp3* knockdown alters specific aspects of the hippocampal transcriptome

We next wanted to determine the mechanism(s) by which hippocampal KD of *Hp1bp3 *may be impairing cognitive function. We performed total RNA sequencing on whole hippocampal lysates from three mice per strain/treatment group and confirmed knockdown of *Hp1bp3 *at the mRNA level (Figure 2a). A subset of genes were identified to as differentially expressed relative to both strain background and treatment group, while relatively few genes displayed a significant strain by treatment interaction, suggesting *Hp1bp3 *KD alters the hippocampal transcriptome comparably across background strain (Figure 2b and Supporting Information Table S1). To identify specific pathways and functional categories altered by *Hp1bp3 *KD, we next utilized gene set enrichment analysis (GSEA) in order to identify gene ontology (GO) terms significantly enriched among differentially expressed genes. Among genes upregulated by *Hp1bp3 *KD, we identified a significant enrichment for immune‐related terms, including response to interferon gamma, chemokine‐mediated signaling, and response to type I interferon (Figure 2c). This increase in inflammatory signaling seemed to be driven largely by an increase in microglia, as genes upregulated by *Hp1bp3 *KD that also display a significant cell type‐specific expression (Zhang et al., 2014) showed a significant overlap with a list of genes most highly expressed by microglia (hypergeometric test *p* < 0.001, Figure 2d). In contrast, among genes downregulated by *Hp1bp3 *KD, we identified a significant enrichment for a number of terms related to neuron structure and function, including regulation of neuronal synaptic plasticity, excitatory synapse, and various channel activity terms (Figure 2e). In addition, among genes downregulated by *Hp1bp3 *KD, there was a significant enrichment for transcripts experimentally observed to be most highly expressed in neurons and myelinating oligodendrocytes (hypergeometric test, *p* < 0.001).

**Figure 2:**
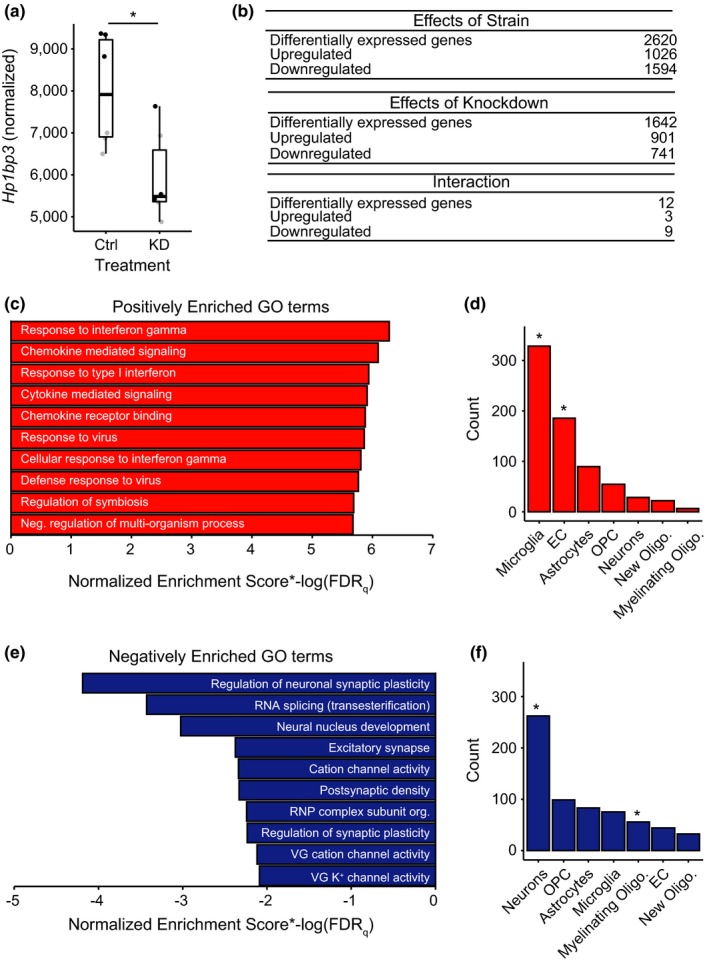
Knockdown of *Hp1bp3 *alters specific aspects of the hippocampal transcriptome. (a) Knockdown of *Hp1bp3 *was confirmed at the mRNA level [two‐way ANOVA, effect of strain *F*(1, 8) = 2.6, *p* = 0.02, effect of treatment *F*(1,8) = 17.1, *p* = 0.003, no interaction between strain and treatment]. *main effect of treatment, p < 0.05. (b) *Hp1bp3 *knockdown largely effects B6 and D2 mice similarly. Effect of strain: Upregulated genes are more highly expressed in B6 hippocampus. Effect of treatment: Upregulated genes are more highly expressed in *Hp1bp3 *KD hippocampus. (c) Among genes upregulated by *Hp1bp3 *KD that display a cell type specificity in their expression, there was a significant enrichment for immune‐related gene ontology (GO) terms. (d) There was a significant overlap between genes upregulated by *Hp1bp3* KD and genes most highly expressed in endothelial cells (EC) and microglia (hypergeometric test, *p* < 0.001). *, *p* < 0.05. (e) Among genes downregulated by *Hp1bp3 *KD, there was a significant enrichment for terms related to neuronal excitability, structure, and function. (f) There was a significant overlap between genes downregulated by *Hp1bp3 *KD that also display a cell type specificity in their expression and genes most highly expressed in neurons and myelinating oligodendrocytes (hypergeometric test, *p* < 0.001). *, *p* < 0.05

As synaptic plasticity is a leading candidate mechanism for information and memory storage, and due to the fact that we identified regulation of ion channels and receptors as a candidate mechanism for *Hp1bp3*‐induced cognitive impairment in an aging mouse population (Neuner et al., 2016), we were particularly interested in the most significantly downregulated GO term, regulation of neuronal synaptic plasticity. The identification of this pathway was driven by 19 genes strongly downregulated by *Hp1bp3 *KD (normalized enrichment score = −2.2, FDR = 0.01, Figure 3a). Of these 19 genes, 14 were identified as core driver genes by GSEA. Notably, the core driver gene most significantly downregulated by treatment, particularly in B6 mice, was the activity‐regulated cytoskeleton‐associated protein (*Arc*), a gene repeatedly implicated in learning and memory but for whom the upstream regulators remain poorly defined [(Shepherd & Bear, 2011), Figure 3b]. Additional core driver genes included a number of ion channels and receptors, including: (a) shisa family member 9 (*Shisa9*), an AMPAR auxiliary subunit (von Engelhardt et al., 2010), (b) junctophilin 3 (*Jph3*), a transmembrane junctional protein implicated in the regulation of the slow after‐hyperpolarization (Moriguchi et al., 2006), (c) brevican (*Bcan*), an extracellular matrix protein that regulates the speed of synaptic transmission (Blosa et al., 2015), and (d) disks large homolog 4 (*Dlg4*), also known as postsynaptic density protein 96 (*Psd95*), which plays a critical role in organizing postsynaptic signaling (Chen et al., 2011).

**Figure 3:**
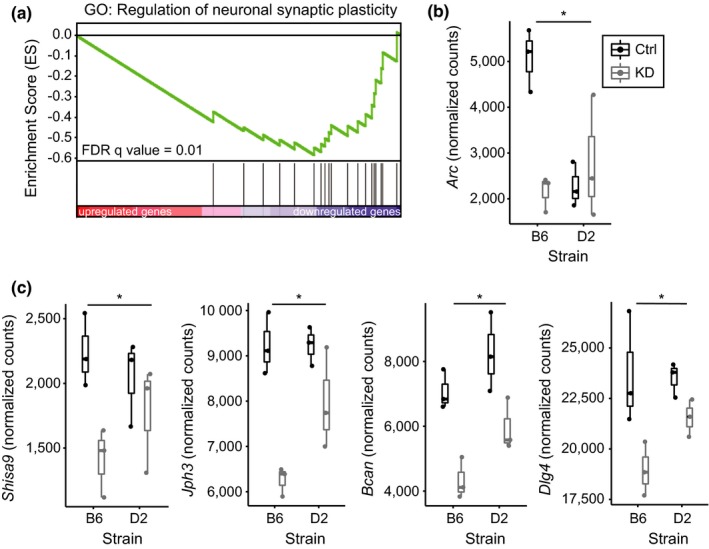
*Hp1bp3* KD negatively regulates neuronal synaptic plasticity. (a) Enrichment plot illustrating enrichment of the GO term regulation of neuronal synaptic plasticity among genes downregulated by *Hp1bp3 *KD. Enrichment score = −0.6, Normalized enrichment score = −2.2, FDR = 0.01. (b) The core driver gene most significantly downregulated by *Hp1bp3 *KD, particularly in B6 mice, was *Arc *(DESeq2 effect of treatment; log2FC = −1.2, adjusted *p* = 0.001, effect of strain; log2FC = −1.2, adjusted *p* = 0.001, interaction adjusted *p* = 0.2). (c) A number of plasma membrane proteins, particularly ion channels and receptors, were identified as additional core drivers of this enrichment. *DESeq2 main effect of treatment, *p* < 0.05

### 2.3 *Hp1bp3* knockdown decreases intrinsic excitability and synaptic plasticity of hippocampal neurons

To directly test the validity of the findings that *Hp1bp3 *KD alters neuronal excitability and synaptic plasticity, we performed slice electrophysiology to measure the properties of neurons from either mice receiving AAV9‐shRNA‐*Hp1bp3 *or AAV9‐scrmb‐shRNA. Specifically, mice were sacrificed at least 6 weeks following viral injection and brains quickly removed, sectioned, and maintained in aCSF for recordings. For the subset of mice that were behaviorally tested, slice electrophysiology occurred at least two weeks after the conclusion of behavioral testing to allow hippocampal neurons to return to baseline conditions. We first examined intrinsic neuronal properties and found *Hp1bp3 *KD significantly increased the slow after‐hyperpolarization (sAHP) of hippocampal pyramidal neurons [Figure 4, two‐way ANOVA, effect of treatment *F*(1,56) = 6.7, *p* = 0.01, no main effect of strain]. This seemed to be a relatively specific effect, as resting properties such as resting membrane potential and input resistance of the cell were not altered by knockdown, although strain‐specific differences were observed (Supporting Information Figure S3). In addition, *Hp1bp3 *KD did not change the intrinsic firing properties of the neurons, as measured by threshold required to fire an action potential and the peak after‐hyperpolarization (Table 1).

**Figure 4:**
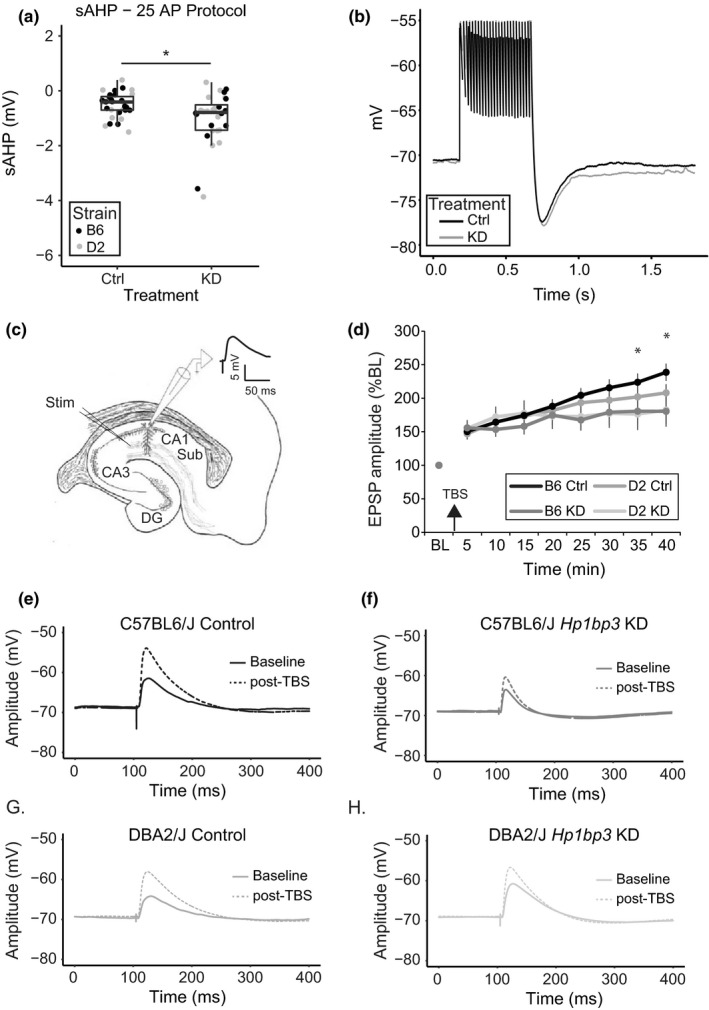
*Hp1bp3 *KD decreases intrinsic neuronal excitability and synaptic plasticity. (a) 25 action potentials were trigged by somatic current injection, and the slow after‐hyperpolarization was recorded 1 s after the last stimulus offset. sAHPs were not different across B6 and D2 mice [effect of strain, *F*(1,56) = 0.1, *p* = 0.7] so data presented are pooled across strains. A significant effect of treatment was detected [*F*(1, 56) = 6.7, *p* = 0.01], indicating that across strains, *Hp1bp3 *increases the sAHP. (b) Representative traces from Ctrl and KD animals. (c) Diagram of recording configuration for synaptic experiments. A stimulating electrode was placed in the Shaffer collateral leading from CA3 to CA1. Single neurons were recorded from in CA1 using whole‐cell patch‐clamp electrophysiology. (d) Excitatory postsynaptic potentials (EPSPs) were evoked once every 20 s for five minutes to obtain a stable baseline measure (BL). Theta‐burst stimulation (TBS) was delivered and EPSPs continued to be evoked and measured every 20 s for 35 min. Data were pooled into five‐minute bins for further analysis. A significant within‐subjects effect of time was observed [two‐way repeated measures ANOVA, Greenhouse‐Geisser corrected results, *F*(2, 155) = 18.3, *p* < 0.001], as EPSP amplitude increased drastically after TBS. A significant within‐subjects interaction between time and treatment was observed [*F*(2, 185) = 4.2, *p* = 0.01], and further posthoc testing indicated that control and *Hp1bp3 *KD groups were significantly different at the two latest time points tested (*p < 0.05). No interaction between time and strain was observed [*F*(2, 185) = 1.0, *p* = 0.4], indicating that *Hp1bp3 *knockdown impaired LTP similarly across strains. (e) Representative traces from B6 Ctrl, (f) B6 KD, (g) D2 Ctrl, and (h) D2 KD animals both pre‐ and post‐TBS

**Table 1:** Basic intrinsic excitability characteristics across groups

Group	RMP (mV)	IR (MΩ)	AP_threshold_ (mV)	AHP_peak_ (mV)
B6 Ctrl	−64.3 ± 0.5	154.8 ± 8.7	−50.0 ± 0.7	−4.2 ± 0.6
B6 KD	−64.0 ± 0.5	135.0 ± 10.0	−50.5 ± 1.0	−4.2 ± 0.5
D2 Ctrl	−62.3 ± 0.5	192.9 ± 15.6	−48.6 ± 0.6	−5.1 ± 0.6
D2 KD	−61.3 ± 0.2	188.8 ± 0.9	−48.9 ± 0.8	−4.6 ± 0.5

Note

AHP: after hyperpolarization; AP: action potential; Ctrl: control; IR: input resistance; KD: knockdown; mV: millivolts; MΩ: megaohms; RMP: resting membrane potential.

In a separate cohort of mice, we next assessed the role of *Hp1bp3 *in synaptic plasticity by placing a stimulating electrode in the Shaffer collateral pathway and eliciting excitatory postsynaptic potentials (EPSPs) in CA1, measured via whole‐cell recordings (Figure 4c). Stimulation was titrated so that EPSPs 5 mV in amplitude were elicited once every 20 s for 5 min to obtain a stable baseline EPSP measurement. Theta‐burst stimulation (TBS), a paradigm shown to elicit long‐term potentiation in the Shaffer collateral (Graves, Moore, Spruston, Tryba, & Kaczorowski, 2016), was delivered immediately following five minutes of baseline recording. EPSPs continued to be elicited once every 20 s for 35 min to measure the change in EPSP amplitude post‐TBS. Data were collected and pooled into 5‐min bins for further analysis (Figure 4d). Mice receiving AAV9‐*Hp1bp3*‐shRNA displayed significantly impaired LTP relative to mice receiving AAV9‐scrmb‐shRNA, particularly at late time points [Figure 4e‐H]. No significant effects of strain, or interaction between time and strain, were observed, indicating that *Hp1bp3 *KD impaired synaptic plasticity similarly across groups. Notably, *Hp1bp3 *KD did not impair baseline characteristics such as intrinsic excitability as measured by the number of action potentials fired in response to a 1‐s sustained current injection (Supporting Information Figure S4a), amplitude of EPSPs in response to increasing stimulation intensities (Supporting Information Figure S4b), or paired pulse ratio (Supporting Information Figure S4c). In summary, these data demonstrate *Hp1bp3 *specifically regulates neuronal excitability and plasticity necessary for successful cognitive performance on both working and contextual fear memory tasks.

### 2.4 *Hp1bp3* selectively regulates a subset of micro‐RNAs

Recent studies have demonstrated that HP1BP3 plays a role in miRNA biogenesis in human cells in vitro (Liu et al., 2016). To investigate whether observed transcriptional changes were due to a global change in miRNA biogenesis, we analyzed the small RNA sequences generated by our initial total RNA sequencing on hippocampal tissue from 3 mice/group. 

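Small RNA libraries came from the hippocampus of 12 mice, 3 in each of 4 groups. B6 and D2 mice (the inbred strains C57BL/6J and DBA/2J) had received a virus carrying either a scrambled shRNA (Ctrl) or an shRNA against Hp1bp3 (Hp1bp3 KD) in the dorsal hippocampus. The paper gives the age of the mice as 3 to 6 months, and the sample labels give 3 to 5 months. Mice are named here by the numbers in the sample labels. The authors deposited the number of reads counted on each of 1915 mature miRNAs in each library, without normalization, and separately regularized log values on the log2 scale. No read was counted on 243 of the miRNAs, 1672 had at least 1 count, and 753 had a count in every library. Total miRNA counts were 8113335, 8368497 and 7570456 in the B6 Ctrl mice and 5883276, 3612699 and 8488742 in the B6 KD mice. In the D2 Ctrl mice they were 3925739, 8524850 and 5562699, and in the D2 KD mice 8254234, 6232371 and 7246671. The largest library was 2.36 times the smallest. With 3 counts taken as the smallest number that shows a miRNA, the smallest share a library could show ranged from 3.52e-05% to 8.30e-05% of its counts. Such limits cover counting error alone, since PCR copies of a read are not independent molecules. Differential expression was tested with edgeR's quasi-likelihood test on TMM-normalized counts, with a mean for each of the 4 groups and Benjamini-Hochberg adjustment. edgeR's filter on low counts left 1241 of the 1915 miRNAs untested, and the tested ones held 99.98% of all counts. The biological coefficient of variation was 24.2%. No mRNA count was used here, so Hp1bp3 itself was not measured. The libraries also differed in a way that followed neither strain nor treatment. mmu-miR-1298-5p, which lies in an intron of Htr2c (GRCm38 chromosome X, 147064905 to 147065002), was between 8.15 and 8.65 on the log2 scale of CPM (counts relative to the library total) in 5 libraries and between 12.2 and 13.2 in the other 7. Both sets of libraries held Ctrl and KD mice of both strains. Of the B6 mice, 2 Ctrl and 1 KD were in the set of 5 libraries, and of the D2 mice, 1 Ctrl and 1 KD.

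**Figure D1:**
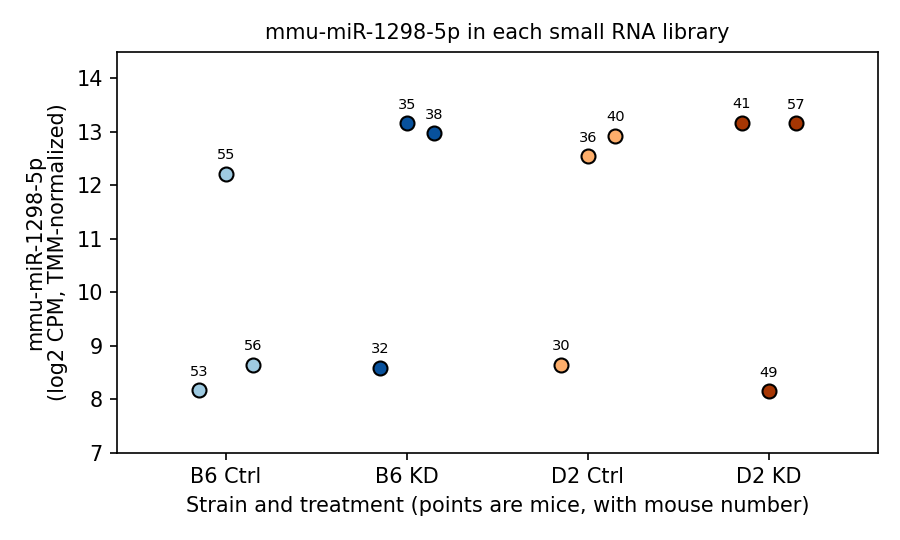
Level of mmu-miR-1298-5p in each of the 12 small RNA libraries, as log2 of TMM-normalized CPM, by strain and treatment. Each point is a mouse, with its mouse number. The libraries lie either between 8.15 and 8.65 or between 12.2 and 13.2, and each group has mice in both ranges.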

Of 1915 miRNAs identified and tested for differential expression analysis, only 35 showed differential expression relative to treatment at an adjusted *p*‐value of 0.10 (Figure 5a and Supporting Information Table S2), with only 9 remaining significant at an adjusted *p* = 0.05. Thus, <0.5% of all miRNAs tested exhibit significant differential expression following *Hp1bp3 *KD. This is in comparison with mRNA, where just over 7% of all mRNAs tested were differentially expressed relative to *Hp1bp3 *KD (proportions of differentially expressed genes significantly different, *Z* = 11.5, *p* < 0.001), suggesting *Hp1bp3 *plays a much broader role in the regulation of mRNA expression over miRNA expression. These results demonstrate that in contrast to what has been observed in human cells, *Hp1bp3 *does not seem to be a global regulator of miRNA biogenesis in vivo in the mouse hippocampus.

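Across the 12 mice, with the effect of Hp1bp3 KD averaged over B6 and D2, 0 of the tested miRNAs had an adjusted p under 0.10 or under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). The smallest adjusted p was 0.217. At an unadjusted p under 0.05 there were 78 miRNAs, 46 higher and 32 lower after KD, where 33.7 were expected by chance. Within the B6 mice, 0 miRNAs passed either threshold, with a smallest adjusted p of 0.120 and 97 miRNAs at an unadjusted p under 0.05, of which 61 were higher and 36 lower. Within the D2 mice, 0 miRNAs had an adjusted p under 0.10, and 26 had an unadjusted p under 0.05. The interaction between strain and treatment also gave 0 miRNAs at an adjusted p of 0.10, with 28 at an unadjusted p under 0.05. Without a filter on low counts, edgeR gave 26 miRNAs at 0.10 and 18 at 0.05 for the averaged effect, 25 and 17 in B6 mice and 2 at 0.10 in D2 mice. DESeq2's Wald test on the same counts gave 35 miRNAs at an adjusted p under 0.10 for the effect in B6 mice, 22 higher and 13 lower, and 9 at 0.05. All 35 are the miRNAs that Table S2 lists at that threshold. For the effect averaged over the strains, DESeq2 gave 19 miRNAs at 0.10 and 6 at 0.05, and for D2 mice it gave 0. mmu-miR-1224-5p, in an intron of Vwa5b2 on GRCm38 chromosome 16 from 20604452 to 20604536, had the smallest adjusted p in B6 mice, with a log2FC of -0.68 (standard error 0.12, edgeR adjusted p = 0.120). Its log2FC in D2 mice was -0.09 (standard error 0.12). mmu-miR-431-5p, on chromosome 12 from 109590447 to 109590537 and antisense to an exon of Rtl1, had log2FCs of 1.19 in B6 and 0.95 in D2 mice. Averaged over the strains its log2FC was 1.07 (standard error 0.23, edgeR adjusted p = 0.217), and it stayed between 0.96 and 1.25 with each mouse left out in turn. DESeq2 called both miRNAs. Its adjusted p for mmu-miR-1224-5p was 1.7e-04 in B6 mice and 0.0041 averaged over the strains. For mmu-miR-431-5p it was 0.0092 in B6 mice and 6.9e-04 averaged over the strains.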

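As a share of the 1915 miRNAs listed, the 9 miRNAs at an adjusted p of 0.05 in DESeq2's test of B6 mice were 0.47%, and the 35 at 0.10 were 1.83%. Not every listed miRNA could pass the threshold. DESeq2 gave an adjusted p for 450 miRNAs in that test and set the rest aside for low counts, and the 9 and 35 miRNAs were 2.0% and 7.78% of those. For the effect averaged over the strains, the 6 and 19 miRNAs were 1.24% and 3.94% of the 482 miRNAs with an adjusted p.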

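The total miRNA counts per library did not differ by treatment beyond the spread between mice. The mean log2 total of KD libraries was -0.085 from that of Ctrl libraries, averaged over the strains (exact permutation test within strains, 400 arrangements, two-sided p = 0.755). Between 742 and 894 miRNAs had at least 3 counts in a library. The mean was 856 ± 11.2 miRNAs in B6 Ctrl, 813 ± 76.6 in B6 KD, 804 ± 62.2 in D2 Ctrl and 841 ± 36.7 in D2 KD mice (SD, n = 3 each). The difference between KD and Ctrl was -2.83 miRNAs (exact permutation test, two-sided p = 0.935), and with a minimum of 1 count it was -17.7 miRNAs (exact permutation test, two-sided p = 0.58). With all libraries thinned to 3612699 counts, the smallest total, the groups had between 721 and 731 miRNAs on average, and the difference was 1.50 miRNAs in the other direction (exact permutation test, two-sided p = 0.875). The median log2FC of the tested miRNAs was 0.01, with a middle range (25th to 75th percentile) from -0.12 to 0.18. There were 351 miRNAs with a positive and 323 with a negative log2FC. TMM centres the fold changes, so that a shift of all miRNAs alike would not appear in them. Without any scaling for library size the median was -0.10, with 232 positive and 442 negative log2FCs. The counts give each miRNA relative to the other miRNAs of its library, and the amount of miRNA per cell was not measured by them. From the small number of differentially expressed miRNAs, set beside the larger share of mRNAs, the paper concludes that Hp1bp3 does not seem to be a global regulator of miRNA biogenesis in the mouse hippocampus in vivo.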

**Figure 5:**
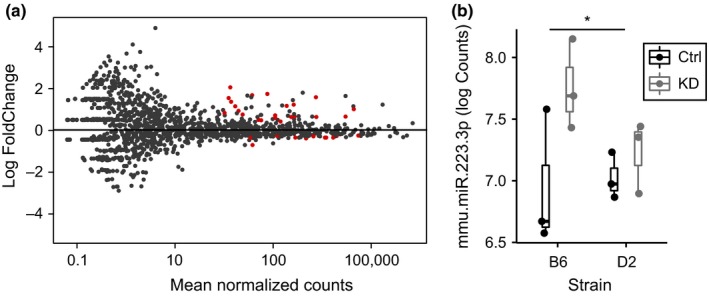
*Hp1bp3 *selectively regulates the miRNA transcriptome in vivo. (a) Plot illustrating (*x*‐axis) average miRNA expression versus (*y*‐axis) log fold change as measured by DESeq2. Red dots illustrate those miRNA transcripts that were determined to be differentially expressed relative to treated at an adjusted *p* = 0.10. (b) miRNA mmu‐mir‐223‐3p was identified as a putative upstream regulator of observed mRNA changes after *Hp1bp3 *KD and was predicted to be activated in our dataset by IPA. mmu‐mir‐223‐3p was significantly upregulated by *Hp1bp3 *knockdown [*two‐way ANOVA, effect of treatment *F*(1, 8) = 5.6, *p* = 0.046, no significant effect of strain or interaction between strain and treatment]

Although global changes in miRNA expression were not observed, we next tested the hypothesis that the select miRNAs regulated by *Hp1bp3 *may explain downstream observed changes in mRNA expression and synaptic function. First, we input the list of mRNAs differentially expressed relative to treatment into Ingenuity Pathway Analysis (IPA) software (Kramer, Green, Pollard, & Tugendreich, 2014) and used the Core Analysis function to identify putative miRNA upstream regulators of our observed mRNA changes (Supporting Information Table S3). A number of miRNAs were identified as putative upstream regulators, as measured by significant overlap of known target genes and genes present in our list of differentially expressed mRNA. The top predicted upstream regulator, mir‐21, was predicted to be inhibited in our dataset based on the direction of change in its target molecules. However, the pattern of mir‐21 differential expression after *Hp1bp3 *KD did not fit this pattern, eliminating mir‐21 as a miRNA that could possible explain mRNA changes observed in our hands (Supporting Information Table S3). 

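Both arms of mir-21 had higher counts after Hp1bp3 KD. Mir21a lies on GRCm38 chromosome 11 from 86584067 to 86584158 on the minus strand, within an exon of Vmp1. The abundant arm, mmu-miR-21a-5p, had 517323 counts over the 12 libraries and a log2FC of 0.55 averaged over the strains (standard error 0.27, edgeR adjusted p = 0.460). Its log2FC was 1.02 in B6 mice (standard error 0.38) and 0.08 in D2 mice (standard error 0.38). The other arm, mmu-miR-21a-3p, which Table S3 pairs with mir-21, had 8779 counts and a log2FC of 1.06 (standard error 0.26, edgeR adjusted p = 0.217). It was 1.75 in B6 mice (standard error 0.38) and 0.36 in D2 mice (standard error 0.37). The interaction of strain and treatment had an edgeR adjusted p of 0.898 for both arms. With each mouse left out in turn, the log2FC averaged over the strains stayed positive, from 0.38 to 0.79 for mmu-miR-21a-5p and from 0.81 to 1.22 for mmu-miR-21a-3p. DESeq2's test averaged over the strains gave mmu-miR-21a-3p an adjusted p of 0.00405 and mmu-miR-21a-5p one of 0.304. An increase is opposite to the inhibition that IPA predicted for mir-21, and on this ground the paper set mir-21 aside.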

Next, we examined the miRNA identified as the second most likely miRNA upstream regulator, mir‐223. Based on the direction of change of its target molecules, IPA predicted that mir‐223 was activated in our dataset, and indeed, mir‐223 (specifically mmu‐mir‐223‐3p) was observed to be upregulated after *Hp1bp3 *KD (two‐way ANOVA, effect of treatment *F*(1, 8) = 5.6, *p* = 0.046, Figure 5b) and was one of the miRNA transcripts identified as significantly differentially expressed by DESeq2 at an adjusted *p* = 0.10 (mmu‐mir‐223‐3p adjusted *p* = 0.09, log2FC = 1.2). mir‐223, best studied in the context of hematopoietic stem cells, has been shown to function as a key modulator in the differentiation and activation of myeloid cells and has been implicated in a number of immune system functions (Yuan et al., 2018). 

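Mir223 lies on GRCm38 chromosome X from 96242817 to 96242926 on the plus strand, in an exon of the noncoding gene F630028O10Rik. Between 73 and 270 reads per library were counted on mmu-miR-223-3p. In the authors' regularized log values (log2 scale), it was 6.94 ± 0.55 in B6 Ctrl, 7.76 ± 0.36 in B6 KD, 7.02 ± 0.19 in D2 Ctrl and 7.23 ± 0.29 in D2 KD mice (SD, n = 3 each). The B6 Ctrl mice had 6.58, 7.58 and 6.67, and the B6 KD mice 7.69, 8.15 and 7.43. The D2 Ctrl mice had 6.97, 6.87 and 7.23, and the D2 KD mice 6.90, 7.44 and 7.35. The F ratio of treatment, with 1 and 8 degrees of freedom, was 5.58 (exact permutation of treatment within strains, 400 arrangements, p = 0.07). The F ratio of strain was 1.06 (permutation of strain within treatments, p = 0.325) and that of the interaction 1.99 (the same permutation, p = 0.19). For the interaction, this permutation assumes that strain has no effect. Leaving out one mouse at a time moved the treatment F ratio most, from 3.56 to 16.4, and the highest value came without B6 Ctrl mouse 55. Within the 5 libraries with low mmu-miR-1298-5p, KD exceeded Ctrl by 1.07 in B6 and by 0.47 in D2 mice. Within the other 7 it did so by 0.21 in B6 and 0.08 in D2 mice, with 1 or 2 mice on each side and so no test. On the counts, the log2FC of mmu-miR-223-3p averaged over the strains was 0.77 (standard error 0.30, edgeR adjusted p = 0.376). In B6 mice it was 1.17 (standard error 0.43, edgeR adjusted p = 0.285) and in D2 mice 0.37 (standard error 0.43). DESeq2's test in B6 mice gave a log2FC of 1.15 (standard error 0.41, adjusted p = 0.0878). With each mouse left out in turn, edgeR's log2FC in B6 mice ranged from 0.82 to 1.88. The other arm, mmu-miR-223-5p, had 42 counts over the 12 libraries and was not tested.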

In accordance with these known functions, the list of mir‐223 targets differentially expressed after *Hp1bp3 *KD was identified to be most highly enriched for the GO Biological Process term “immune system process” (FDR < 0.001) through WebGestalt over‐representation enrichment analysis (Wang, Duncan, Shi, & Zhang, 2013). Notably, mir‐223 has been shown to promote maturation, proliferation, and activation of myeloid cells (Tsitsiou & Lindsay, 2009), which overlaps with our previous observation that the upregulation of immune‐related genes following *Hp1bp3 *KD is likely due to an increase in numbers of microglia (Figure 2d).

### 2.5 Transcriptome‐level changes induced by *Hp1bp3* knockdown recapitulate those observed in human aging

In addition to standard GO terms and functional pathways, GSEA also allows gene lists of interest to be compared against experimentally derived gene sets that have been uploaded into the Molecular Signatures Database (Liberzon et al., 2011). When we compared our list of differentially expressed mRNAs to the chemical and genetic perturbations (CPG) database, we observed significant overlap between genes downregulated by *Hp1bp3 *KD and those genes downregulated with age in the human frontal cortex [(Lu et al., 2004), FDR *q*‐value = 0.04, Figure 6a]. This significant enrichment was driven by 43 genes significantly downregulated in both the aging human frontal cortex and the mouse hippocampus following *Hp1bp3 *KD, 37 of which were determined by GSEA to be core drivers of enrichment. The twenty most significantly downregulated core drivers, as well as their corresponding fold changes from the human brain (Lu et al., 2004), are listed in Figure 6b. As a group, this set of commonly downregulated genes displayed relatively diverse enrichment for GO Biological Process terms using WebGestalt over‐representation enrichment analysis (Wang et al., 2013), including interleukin secretion (IL‐5 FDR = 0.03, IL‐13 FDR = 0.03), microtubule polymerization (FDR = 0.04), and chemical synaptic transmission (FDR = 0.04), all processes known to be altered in aging. Combined with our previous observation that HP1BP3 expression is decreased in cognitively impaired aging humans, the overlap of the broader *Hp1bp3 *KD transcriptome with that of human aging supports the idea that *Hp1bp3 *is a critical regulator of a number of the transcriptional changes that occur during aging and may serve as a valuable therapeutic target to delay or prevent aging‐related cognitive decline.

**Figure 6:**
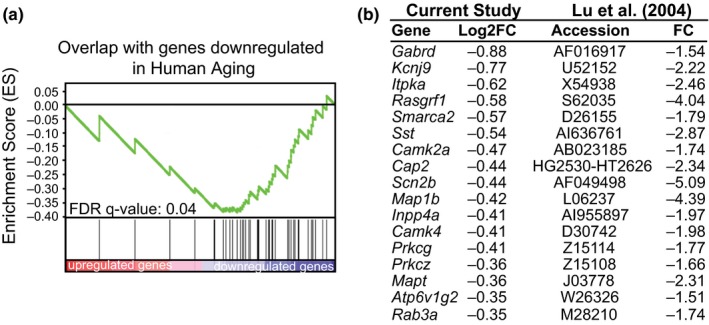
Transcriptome‐level changes induced by *Hp1bp3 *knockdown recapitulate those observed in human aging. (a) Enrichment plot illustrating overlap of genes downregulated in the human aging cortex with genes among genes downregulated by *Hp1bp3 *KD. Enrichment score = −0.4, Normalized enrichment score = −1.9, FDR = 0.04. (b) List of twenty genes downregulated by *Hp1bp3 *KD and their corresponding fold changes in the human aging cortex as reported by Lu et al. (2004)

## 3 DISCUSSION

### 3.1 Hippocampal *Hp1bp3* regulates cognitive function, gene transcription, and synaptic plasticity

Here, we demonstrate for the first time that a targeted knockdown of *Hp1bp3 *in the hippocampus by 50%–75% was sufficient to recapitulate cognitive deficits observed previously in global *Hp1bp3 *knockout mice (Neuner et al., 2016).

Specifically, in both cases, we observed impairments in both spatial working memory and contextual fear memory, but not in contextual fear acquisition. This implicates a relatively specific role for *Hp1bp3 *in mechanisms underlying working memory as well as memory consolidation and recall, but highlights that contextual fear acquisition may rely on independent mechanisms for successful completion. Overall, results here demonstrate that cognitive deficits caused by *Hp1bp3 *deficiency, presumably in both KO mice and aged impaired mice, are due primarily to *Hp1bp3 *deficiency in the hippocampus. This is an important finding, as *Hp1bp3 *knockout mice are smaller than WT littermates and have alterations in insulin signaling that may have impacted cognitive performance due to peripheral mechanisms (Garfinkel, Arad, et al., 2015). In addition, we extend our previous finding that loss of *Hp1bp3 *has a negative impact in cognitive function and provide mechanistic insight into how these alterations occur. Specifically, we show *Hp1bp3 *KD negatively regulates a number of genes critical for synaptic plasticity and neuronal activity, including the immediate early gene *Arc *(Figure 2b). Although *Arc *is well‐known to be critical for memory formation (Guzowski et al., 2000; Plath et al., 2006), the precise signaling cascades involved in *Arc *transcription and regulation are not well‐defined (Shepherd & Bear, 2011).

Here, we discover a novel role for *Hp1bp3 *as a regulator of *Arc *expression, which implicates *Hp1bp3 *in the broader context as a master regulator of transcriptional network changes required for successful induction of synaptic plasticity, likely via its role in modifying chromatin structure (Dutta et al., 2014). Finally, we demonstrate that observed transcriptional changes functionally manifest as impairments in both intrinsic neuronal excitability and synaptic plasticity. Together, these results provide important insight into physiological functions of *Hp1bp3 *under baseline conditions in adult mice. As a result, we can now better understand how misregulation of *Hp1bp3 *may contribute to cognitive impairments seen in both *Hp1bp3 *knockout mice and cognitively impaired aging mice and humans with decreased levels of *Hp1bp3 *(Neuner et al., 2016).

### 3.2 *Hp1bp3* effect on cognition and neural function is robust to genetic context

It has long been known that genetic background is critical for modifying phenotypic presentation. Recently, this was highlighted by a survey of 30 inbred lines, where in some cases, opposite conclusions were drawn regarding the effect of gene knockout depending on the genetic context of the manipulation (Sittig et al., 2016). Therefore, we thought it important to evaluate the effect of *Hp1bp3 *manipulation in more than one genetic background. We performed our experiments in the B6 and D2 inbred strains, as these strains were used to derive the BXD genetic reference panel which was originally used for identifying *Hp1bp3 *as a modifier of cognitive aging. These two strains show marked differences in learning and memory abilities (Neuner et al., 2016; Philip et al., 2010) as well as differences in certain types of LTP (Matsuyama et al., 1997; Nguyen et al., 2000). In general, our data are consistent with this literature, with the B6 strain outperforming the D2 strain on contextual fear conditioning. While we demonstrate here TBS is capable of inducing LTP in both strains, other types of LTP have been shown to be reduced in the D2 strain (Schimanski & Nguyen, 2005), which may explain their poor performance on contextual fear conditioning—a task which requires synaptic plasticity (Tang et al., 1999). Poor performance on contextual fear conditioning may also be explained, in part, by lower baseline levels of *Hp1bp3 *mRNA observed in the D2 strain (Figure 2a), which while not detected at the protein level (Figure 1b), is consistent with our previous findings that BXD strains carrying the *D *allele of *Hp1bp3 *show decrease hippocampal *Hp1bp3 *expression. As *Hp1pb3 *knockdown impaired cognitive function and reduced neuronal excitability in both strains, as well as largely affected the transcriptome across strains similarly (Figure 2b), our data suggest *Hp1bp3 *deficiency has a robust detrimental effect on cognitive function regardless of genetic context. This broadens the translational relevance of this finding, as restoring *Hp1bp3 *levels (or supplementing with a small molecule that increases *Hp1bp3 *levels [e.g., Metformin (Neuner et al., 2016)]), is likely to be beneficial to a wider variety of subjects than a target with context‐dependent effects.

### 3.3 *Hp1bp3* as a regulator of miRNA biogenesis

Contrary to previous reports (Liu et al., 2016), *Hp1bp3 *does not seem to be a global regulator of miRNA biogenesis, at least in the adult mouse hippocampus. Multiple explanations for these conflicting results exist, including different experimental species (mouse vs. human), differences in experimental techniques (in vitro vs. in vivo), and even differences in miRNA alignment protocols. In addition, we did observe a select set of miRNAs differentially expressed relative to *Hp1bp3 *KD, suggesting *Hp1bp3 *does regulate biogenesis of at least some miRNAs in vivo. 

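The 35 miRNAs of Table S2 at an adjusted p of 0.10 were followed in the 2 strains separately, with the limit that they had been selected on the B6 mice of these data. Of the 35, 29 changed in the same direction in D2 mice, and 3 had an unadjusted p under 0.05 there. The median size of their log2FC was 0.66 in B6 and 0.16 in D2 mice. The interaction between strain and treatment was not significant for any of the tested miRNAs, with a smallest edgeR adjusted p of 0.716. With the effect averaged over the strains, 27 of the 35 had an unadjusted p under 0.05. Adjusted over the 35 alone, 30 had an adjusted p under 0.10 in edgeR's test averaged over the strains and 35 in its test of B6 mice, which shows no stability, since the list was called on the same counts. Across all tested miRNAs, 64.1% changed in the same direction in the 2 strains. The correlation of the 2 strains' log2FCs across miRNAs, which are not independent replicates, was 0.32 (Spearman's rho 0.33). The same correlation on differences in mean log2 CPM was 0.29. It was not beyond what permuted treatment gave (exact permutation test, 400 arrangements, two-sided p = 0.36). The 3 pairs in the list, mmu-miR-142b with mmu-miR-142a-3p, mmu-miR-3071-3p with mmu-miR-136-5p and mmu-miR-129b-3p with mmu-miR-129-5p, come from precursors on opposite strands of the same position. The paper's text does not say whether strand was used in counting, so these pairs are uncertain as separate changes.

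**Figure D2:**
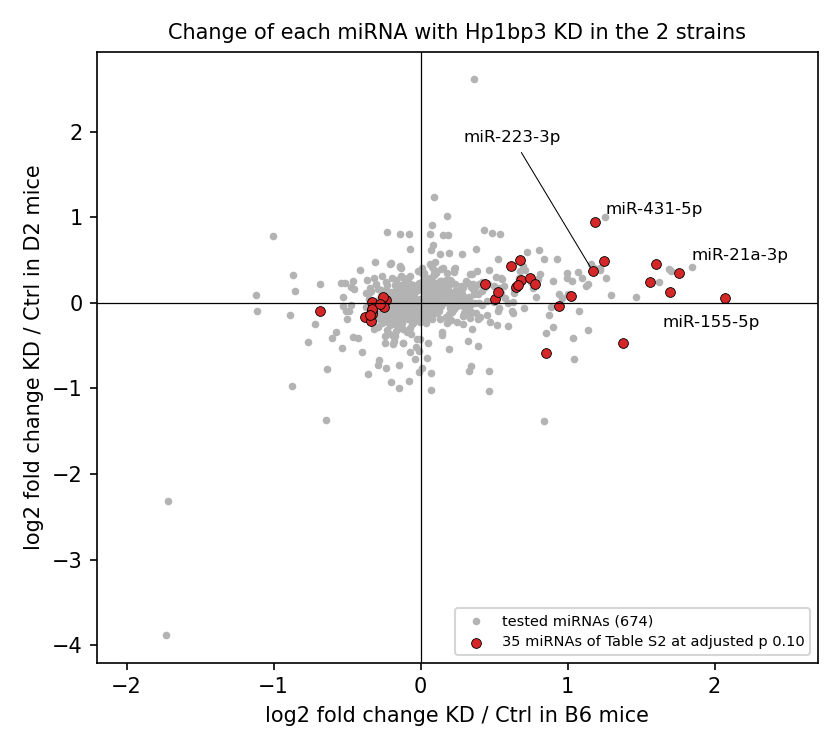
log2 fold change of each tested miRNA with Hp1bp3 KD in B6 mice (x-axis) and in D2 mice (y-axis), from edgeR, with 3 mice in each group. Grey points are the tested miRNAs and red points the 35 miRNAs of Table S2 at an adjusted p of 0.10, of which 29 lie on the same side of 0 in both strains.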

Of particular interest to this study is mir‐223, which was identified by IPA as a putative upstream regulator of observed mRNA‐level changes following *Hp1bp3 *KD and whose expression in our miRNA sequencing data changed concordantly with that predicted by IPA. As a number of immune‐related genes have been shown to be downregulated in mir‐223 deficient cells (Lu et al., 2013), the large number of immune‐related genes upregulated after *Hp1bp3 *KD may, in part, be due to observed upregulation of mmu‐mir‐223‐3p. While mir‐223 is best studied in the context of the hematopoietic system, recent studies have investigated its role in CNS functions and it has recently been shown to be enriched in the hippocampus relative to other brain regions (Harraz, Eacker, Wang, Dawson, & Dawson, 2012). In particular, mir‐223 has been shown to decrease total dendritic tree length, branch number, and complexity in cell culture (Harraz, Xu, Guiberson, Dawson, & Dawson, 2014) and specifically target glutamate receptor transcripts for degradation in vivo (Harraz et al., 2012), which may link mir‐223 to some of the additional neuronal phenotypes observed in *Hp1bp3 *KD mice. In summary, while miRNA biogenesis likely contributes to some of the transcriptional changes observed after *Hp1bp3 *KD, additional mechanisms regulating gene expression are likely at play, including alterations in chromatin structure that result in changes in the accessibility of key genomic regions to necessary transcriptional machinery.

### 3.4 *Hp1pb3* knockdown recapitulates symptoms of aging and Alzheimer's disease

Many alterations observed after *Hp1bp3 *KD appear to phenocopy alterations observed in aging and Alzheimer's disease (AD). In particular, studies have identified decreases in neuronal excitability as cellular correlates of cognitive impairments in aging animals (Disterhoft, Wu, & Ohno, 2004). Notably, the sAHP is increased in aged impaired animals relative to young and aged nonimpaired animals (Kaczorowski & Disterhoft, 2009). Similar neuronal phenotypes have been observed in animal models of AD (Kaczorowski, Sametsky, Shah, Vassar, & Disterhoft, 2011). As these aged and AD neurons are less able to respond adequately to input, this reduced neuronal excitability translates into a reduction in the maintenance of LTP and poorer memory storage. Transcriptionally, mRNA changes after *Hp1bp3 *KD significantly overlap mRNA changes observed in the aging human cortex [FDR < 0.05, Figure 6, (Lu et al., 2004)] and are reminiscent of increased inflammation and neurodegeneration observed in AD patients (Van Eldik et al., 2016). In addition, baseline reductions in *Arc *expression have been observed in aging rodents, which correlates with less efficient memory storage and retrieval during aging (Penner et al., 2011). Each of these hallmark features of aging and AD—decreased neuronal excitability, reduced synaptic plasticity, impaired cognitive function, and increased neuroinflammation—is recapitulated in our *Hp1bp3 *KD animals. Together with our previous observations that cognitively impaired mice and humans have naturally occurring reductions in *Hp1bp3 *levels, our data suggest reduced *Hp1bp3 *is a relevant driver of aging and AD‐related phenotypes. As aging is the leading risk factor for many disease in addition to AD, and there is currently no cure for AD, understanding the origin of these deficits is critical for developing effect therapeutics to maintain healthspan in aging individuals. The identification and characterization of *Hp1bp3*’s effect on cognition and neural function under baseline adult conditions are a critical first step toward understanding how aging, *Hp1bp3*, and additional genetic and environmental factors interact to modify an individual's susceptibility to age‐related cognitive decline.

## 4 CONCLUSIONS AND FUTURE DIRECTIONS

Overall, our data support a critical role for *Hp1bp3 *in modifying cognition and neuronal function, as well as the transcriptional programs underlying both. These results further contribute to our understanding of both physiological functions of *Hp1bp3 *and molecular mediators of memory formation and storage, as well as some of the hallmark symptoms of aging. In addition to the selective regulation of gene expression, previous studies have implicated *Hp1bp3 *in the regulation of chromatin structure (Dutta et al., 2014). Recent studies have demonstrated that long‐term maintenance of chromatin structure is critical for maintenance of cognitive longevity (Lopez‐Otin, Blasco, Partridge, Serrano, & Kroemer, 2013), providing an additional mechanism *Hp1bp3 *may work through in order to influence cognitive aging. Future studies will address this possibility directly with targeted ATAC‐seq (an assay for transposase accessible chromatin with high‐throughput sequencing) in order to assess how chromatin accessibility changes with *Hp1bp3 *KD. The discoveries made here, as well as in future studies, will help inform the development of therapeutics designed to target either *Hp1bp3 *or its downstream effectors (such as those plasma membrane ion channels and receptors highlighted in Figure 3c) in order to help promote cognitive longevity and reduce the risk of multiple age‐related diseases.

## CONFLICT OF INTEREST

The authors declare no conflicts of interest.

## AUTHOR CONTRIBUTIONS

SMN, SD, and CCK conceived of, and designed, the experiments. SMN conducted the surgical and behavioral experiments as well as the mRNA and miRNA analyses, while SD conducted the electrophysiological experiments. SMN, SD, and CCK analyzed data and interpreted results. SMN and CCK wrote the manuscript, and all authors reviewed and approved the final manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

# Supplementary material for: Knockdown of heterochromatin protein 1 binding protein 3 recapitulates phenotypic, cellular, and molecular features of aging
**Source:** Aging Cell. 2018 Dec 13;18(1):e12886. doi: 10.1111/acel.12886
**Supplement:** Supplementary file 1

A.

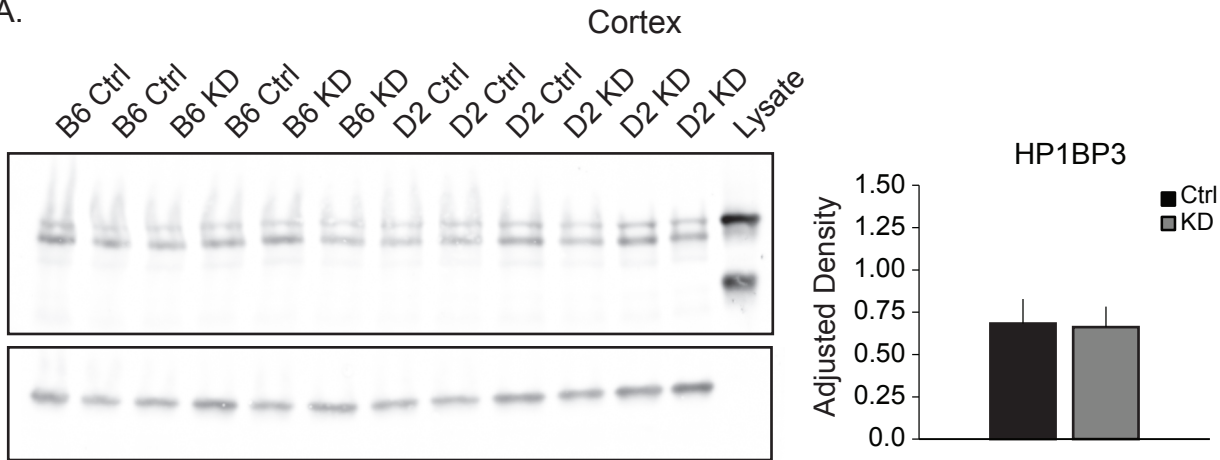

B.

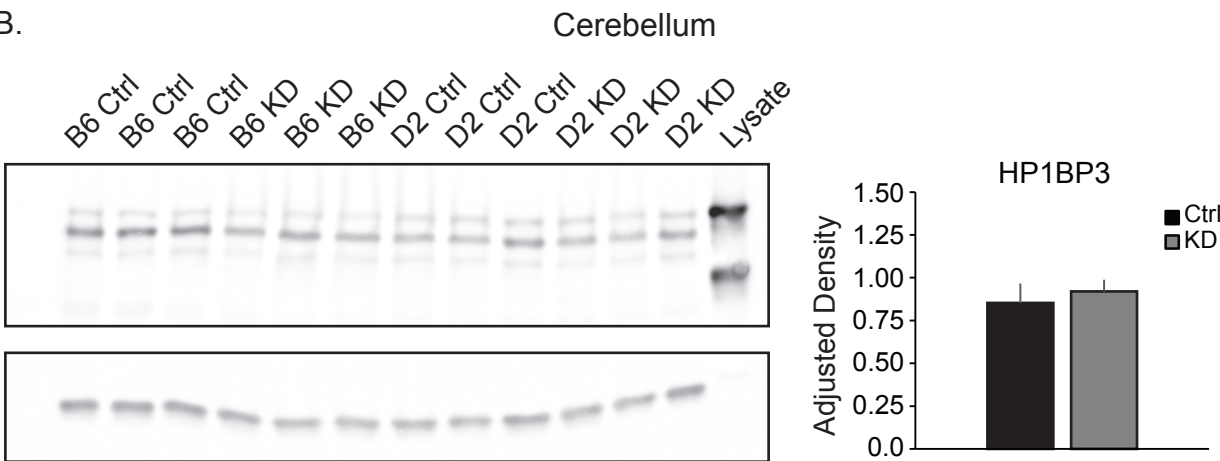

**Figure S1, Related to Figure 1: Delivery of *Hp1bp3*-shRNA to the hippocampus does not effect cortical or cerebellar levels of HP1BP3.** A) No effect of treatment on HP1BP3 levels in the cortex was observed on western blot ( $n = 3/\text{grp}$ , two-way ANOVA effect of strain  $F(1, 8) = 4.2$ ,  $p = 0.08$ , effect of treatment  $F(1, 8) = 0.02$ ,  $p = 0.9$ , no interaction]. Right, band densities were adjusted for total protein loading using GAPDH levels and quantified. B) No effect of treatment on HP1BP3 levels in the cerebellum was observed [ $n = 3/\text{grp}$ , effect of strain  $F(1, 8) = 1.4$ ,  $p = 0.3$ , effect of treatment  $F(1, 8) = 0.2$ ,  $p = 0.6$ , no interaction]. Right, band densities were adjusted for total protein loading using GAPDH levels and quantified. Lysate from human 293T cells overexpressing HP1BP3 was used as a positive control. See also Figure 1.

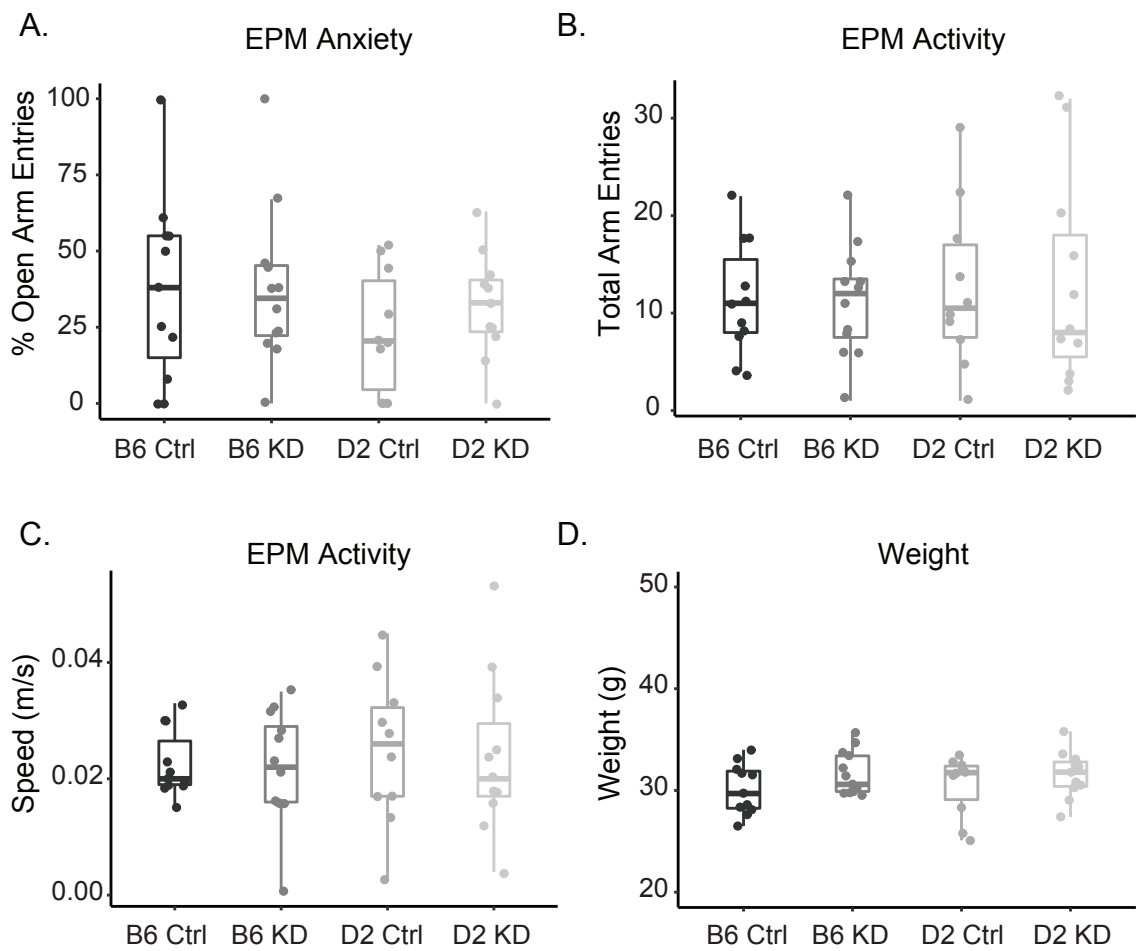

**Figure S2, related to Figure 1: *Hp1bp3* KD does not have non-specific effects on anxiety, activity, or body weight.** No effects of strain or treatment were observed on A) anxiety as measured by the percentage of entries made into the open arms on elevated plus maze [effect of strain  $F(1, 40) = 1.8$ ,  $p = 0.18$ , effect of treatment  $F(1,40) = 0.33$ ], B) activity as measured by total arms entered on the elevated plus maze [effect of strain  $F(1, 40) = 0.39$ ,  $p = 0.54$ , effect of treatment  $F(1,40) = 0.00$ ,  $p = 0.99$ ], C) activity as measured by the average speed in the elevated plus maze [effect of strain  $F(1, 40) = 0.46$ ,  $p = 0.50$ , effect of treatment  $F(1,40) = 0.06$ ,  $p = 0.82$ ], or D) body weight [effect of strain  $F(1, 41) = 0.05$ ,  $p = 0.83$ , effect of treatment  $F(1,41) = 3.0$ ,  $p = 0.09$ ]. See also Figure 1.

# A. Resting Membrane Potential

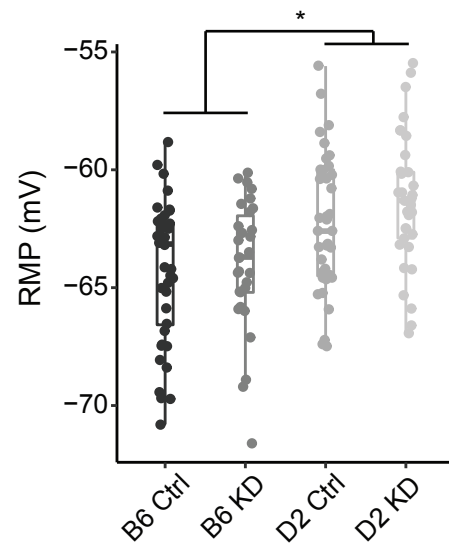

# B. Input Resistance

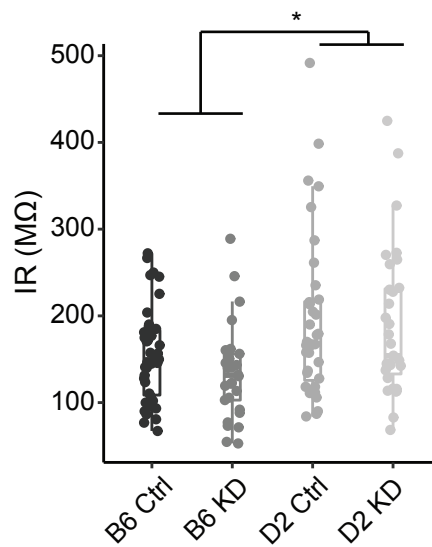

**Figure S3, Related to Figure 4: *Hp1bp3* knockdown does not alter basic membrane characteristics.** A) Although resting membrane potential (RMP) is different across B6 and D2 mice [two-way ANOVA, effect of strain  $F(1, 136) = 22.6$ ,  $p < 0.001$ ], *Hp1bp3* KD did not alter RMP [effect of treatment  $F(1, 136) = 1.4$ ,  $p = 0.2$ ]. B) Similarly, for input resistance (IR) although strain-specific differences are observed [two-way ANOVA, effect of strain  $F(1, 131) = 12.8$ ,  $p < 0.001$ ], *Hp1bp3* KD did not alter these differences [effect of treatment,  $F(1, 131) = 0.9$ ,  $p = 0.4$ ].

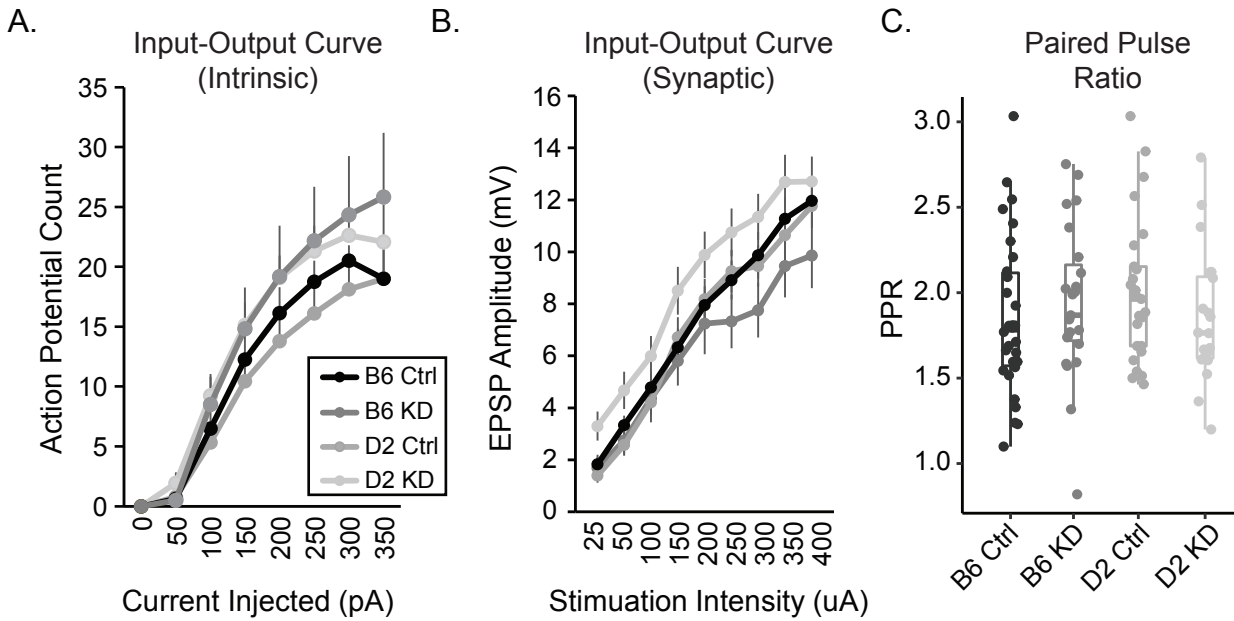

**Figure S4, Related to Figure 4: *Hp1bp3* knockdown does not affect baseline firing properties or synaptic transmission.** A) *Hp1bp3* KD did not change the intrinsic firing properties of hippocampal neurons, as measured by the number of action potentials fired in response to increasing 1s somatic current injections. No effect of strain [two-way repeated measures ANOVA, Greenhouse-Geisser correction  $F(, 56) = 0.1$ ,  $p = 0.8$ ], treatment [ $F(1, 56) = 0.7$ ,  $p = 0.4$ ], or interaction between strain and treatment [ $F(1, 56) = 1.5$ ,  $p = 0.2$ ] was detected B) The slope of evoked EPSPs increased with stimulation intensity [repeated measures ANOVA, Greenhouse-Geisser correction, effect of intensity,  $F(3, 245) = 225.3$ ,  $p < 0.001$ ]. No main effects of strain [ $F(1, 88) = 3.3$ ,  $p = 0.07$ ] or treatment [ $F(1, 88) = 0.06$ ,  $p = 0.8$ ], or interactions between either term and stimulation intensity [time\*treatment  $F(3, 245) = 1.6$ ,  $p = 0.02$ , time\*strain  $F(3, 245) = 1.2$ ,  $p = 0.3$ ] were observed. C) Paired pulse facilitation was measured across groups. No main effects of strain [two-way ANOVA,  $F(1, 94) = 0.2$ ,  $p = 0.7$ ], treatment [ $F(1, 94) = 0.1$ ,  $p = 0.7$ ], or strain\*treatment [ $F(1, 94) = 1.8$ ,  $p = 0.2$ ] were observed. See also figure 4.

# Supplementary material for: Knockdown of heterochromatin protein 1 binding protein 3 recapitulates phenotypic, cellular, and molecular features of aging
**Source:** Aging Cell. 2018 Dec 13;18(1):e12886. doi: 10.1111/acel.12886
**Supplement:** Supplementary file 5

## Supporting Information

### Experimental Procedures

#### *Animals*

Male 3-6mo C57BL/6J and DBA/2J mice were obtained from The Jackson Laboratory (JAX #000664 and #000671, respectively). Mice were group housed and maintained on a 12 hour light/dark cycle with ad libitum access to food and water. Mouse experiments occurred at The Jackson Laboratory and the University of Tennessee Health Science Center and were conducted according to the NIH Guide for Care and Use of Laboratory Animals. All procedures and protocols were reviewed and approved by The Animal Care and Use Committee of The Jackson Laboratory and/or the UTHSC Animal Care and Use Committee where appropriate.

#### *Design of viral vectors*

Adeno-associated viral (AAV) vectors were made by Vector Biolabs (Philadelphia, PA, USA). shRNA targeting *Hplbp3* was packaged into AAV serotype 9 vector and stored in a 1X PBS buffer containing 0.001% pluronic F-68, 0.22 mm filter sterilized. A scrambled shRNA control was also synthesized according to identical specifications. The resulting vectors were subjected to purification by 2 rounds of CsCl Density Gradient Centrifugation combined with ultracentrifugation to separate empty and full capsids.

#### *Intrahippocampal injections*

Delivery of viral vectors into the hippocampus was performed as previously described (Neuner et al., 2015). Briefly, mice were anesthetized under 4-5% inhalable isoflurane gas and once anesthetized, positioned in a stereotaxic frame and maintained at 1-2% inhalable isoflurane gas. Guide cannula and a 28 gauge microinjector attached to a Hamilton syringe and syringe pump were used to deliver 1.0 uL of virus per hemisphere at a rate of 1.0 uL/min. Microinjectors were left in place for 5 minutes following the end of injection to allow virus to diffuse adequately. Following injection, bone wax was applied to the skull and the cut was sutured using absorbable sutures. Post-surgery, topical bupivacaine was administered and mice were monitored once daily for a minimum of three days.

### *T-maze*

Four to six weeks following viral injections, working memory was assessed on the T-maze. Mice were habituated to the testing room for three days prior to testing. Mice were placed in the start arm of the T and allowed to freely choose one of two goal arms. Upon entering an arm, mice were confined to that same arm for 30s. The mice were then placed back into the start arm and allowed to choose again. A correct alternation occurred when the mouse chose the new arm, not the arm to which it had previously been confined. Two trials per day were conducted over three days for a total of six independent trials. Results were combined to obtain a measure of average percent correct alternation.

### *Contextual fear conditioning*

Similar to T-maze, mice were habituated to the testing room for three days prior to testing. Standard contextual fear conditioning was performed (Neuner et al., 2016; Neuner et al., 2015), with mice receiving four 0.9 mA shocks on training day. Twenty-four hours later, mice were returned to the training chamber and the percentage of time the mice spent freezing during a 10-minute test was recorded as an index of contextual fear memory.

### *Slice preparation and electrophysiological recordings*

Hippocampal slices were prepared as described previously (Neuner et al., 2015). Briefly, mice were anesthetized with isoflurane. Brains were rapidly removed and placed in ice-cold artificial CSF (aCSF) containing (in mM): 125 NaCl, 25 Glucose, 25 NaHCO<sub>3</sub>, 2.5 KCl, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 2 CaCl<sub>2</sub>, 1 MgCl<sub>2</sub>, pH 7.5, bubbled with 95% O<sub>2</sub>/5% CO<sub>2</sub>. Acute transverse hippocampal slices (300  $\mu$ m) were cut with a vibratome (Leica, VT1000S). Slices were incubated at room temperature in bubbled aCSF for 1-4 h before use. Whole-cell current clamp recordings were made in the CA1 pyramidal neurons at 30°C under visual guidance of a video microscope (Olympus, Q-imaging digital camera) using patch pipettes with resistance of 3-5 M $\Omega$  filled with potassium gluconate based internal solution (in mM): 115 K-Gluconate, 20 KCl, 10 Na-phosphocreatine, 10 HEPES, 2 MgATP, and 0.3 NaGTP, 0.1% biocytin, pH adjust to 7.3. A multiple 700B amplifier, pClamp 10.7 software, and Digidata 1550B interface (Molecular Devices) were used to acquire data. Recordings were acquired at a 10 kHz sampling frequency and digitized at 20 kHz. Neurons were held at -67 mV (unless measuring resting membrane potential). Series resistance and capacitance were monitored and compensated throughout recordings. Neurons with >40 m $\Omega$  series resistance were excluded. The post-burst afterhyperpolarization (AHP) was triggered using 25 brief (2

ms) somatic current injections (1 nA) at 50 Hz. Membrane properties including AHP were assessed as previously described (Kaczorowski et al., 2011).

#### *Western blot*

Whole hippocampal lysates were prepared as previously described (Neuner et al., 2016). Protein concentration was determined using a NanoDrop Spectrophotometer 2000 and 20 µg total protein was loaded onto a BioRad TGX Mini Protean gel. Proteins were separated by electrophoresis and transferred to a nitrocellulose membrane using the Trans-Blot Turbo system (BioRad). Membranes were blocked in 5% non-fat milk in PBST and primary antibodies for HP1BP3 (gifted by Drs. Benjamin Garfinkel and Joseph Orly) and GAPDH (Fitzgerald Industries #10R-G109A) were incubated at 4°C overnight. Fluorescently labeled secondary antibodies were incubated for 1 hour at RT and bands were visualized using an Azure Biosystems gel imager. Observed double band staining is typical expression pattern for HP1BP3 (Garfinkel et al., 2015) and overlaps with positive control HP1BP3 overexpression lysate from human 293T cells (Abnova #H00050809-T02), which was used as a positive control. As such, both bands were included in our analysis. Band densities were measured using LI-COR Image Studio Lite (LI-COR Biosciences). Densities were first normalized to an internal B6 control, and then total HP1BP3 was adjusted for total protein loaded using GAPDH. Adjusted densities are plotted in Figure 1B and Figure S1.

#### *RNA sequencing*

Total RNA was prepared from whole hippocampal homogenates using the Qiagen miRNeasy Mini kit (#217084). RNA quality was assessed using a BioAnalyzer and only samples with RNA Integrity Number (RIN) greater than 8.0 were included. Samples were submitted to The Jackson Laboratory Genome Technologies department, where mRNA libraries were prepared using the KAPA Biosystems mRNA Hyper Prep Kit while miRNA libraries were prepared using the Illumina TruSeq Small RNA Library Prep Kit. The Illumina HiSeq 2500 was used to sequence 75 paired-end reads, at a depth of 30 million reads for mRNA and 10 million reads for miRNA. 

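The miRNA counts of the 12 libraries summed to between 3612699 and 8524850, below the depth that the authors aimed at for miRNA. They hold the reads that the authors counted on mature miRNAs, and the number of reads sequenced per library was not used here. The 10 most abundant miRNAs took 52.7% ± 1.6 of the counts in B6 Ctrl, 53.5% ± 1.9 in B6 KD, 50.9% ± 1.6 in D2 Ctrl and 52.7% ± 0.78 in D2 KD mice (SD, n = 3 each). The most abundant, mmu-miR-22-3p, held 10.6% on average.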

Two pairs of mRNA/miRNA samples given identical barcodes during the initial sequencing, so all samples were re-sequenced and where available, fastq files from both runs were concatenated, providing expanded sequencing depth for 10/12 samples. Poor quality mRNA reads were filtered, trimmed, and aligned to either the C57BL/6J or DBA/2J genomes where appropriate using rsem v1.2.12, followed by bowtie2 v2.2.0 for expression estimate of trimmed reads (Li and Dewey, 2011). For miRNA, trimmed reads were aligned to the mouse miRNA-precursor miRBase reference (miRBase release 21) using bowtie v1.0.0 (Griffiths-

Jones, 2006; Kozomara and Griffiths-Jones, 2014). Following alignment miRNA counts were extracted using featureCounts function from the subread package v1.5.2 (Liao et al., 2013).

### *Differential expression analysis*

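The counts came from 1 reference of miRNA precursors for both strains. In edgeR, more miRNAs differed in their counts between the strains than with treatment. DESeq2's tests of 3 mice against 3 gave 38 between Ctrl mice of the strains and 35 for treatment in B6 mice, at an adjusted p of 0.10. Between D2 and B6 mice, averaged over treatments, 65 of the tested miRNAs had an adjusted p under 0.10 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 42 higher and 23 lower in D2 mice. The strain with more counts was not the same throughout. mmu-miR-1957a (GRCm38 chromosome 4, 119129779 to 119129844, in an intron of Slc2a1) was at 18.9 ± 3.5 CPM in B6 and 50.3 ± 5.8 CPM in D2 mice (SD, n = 6 each).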

For both RNA types, expected read counts were used to perform differential expression analysis using DESeq2 according to established protocols (Love et al., 2014). miRNAs of interest were checked for single nucleotide polymorphisms (SNPs) using the Sanger Mouse Genomes database (Keane et al., 2011) to ensure observed differences were not due to strain-specific differences in miRNA sequence. For graphing of mRNA and miRNA differences across groups, normalized counts were extracted from DESeq2 using the counts function. miRNA counts were further log transformed using the rlog function.

### *Gene set enrichment analyses*

For gene set enrichment analysis (GSEA), all genes nominally significantly differentially expressed relative to treatment (*Hp1bp3* KD vs Ctrl unadjusted p-value < 0.05) were sorted into a ranked list by log<sub>2</sub> fold change, with the most positively differentially expressed genes at the top of the list. This pre-ranked gene list was uploaded into the GSEA desktop software (Subramanian et al., 2005). GSEA was used according to established procedures to identify significant overlap between genes positively or negatively changed by treatment and gene sets in the Molecular Signatures Database 3.0 (Liberzon et al., 2011). The same list of differentially expressed genes was uploaded into Ingenuity Pathway Analysis [IPA, Qiagen, (Kramer et al., 2014)] and the Core Analysis function was utilized to identify upstream miRNA regulators of observed mRNA changes. Specifically, we filtered results to include references from the Ingenuity Knowledge Base, included both direct and indirect connections, and considered only molecules and/or relationships which had been experimentally observed or had high predictive value. We then filtered the putative upstream regulators list to only include regulators of molecule type equal to “miRNA” or “mature miRNA”. Finally, to perform simple over-representation enrichment analysis on small gene sets (e.g. miRNA target genes) as opposed to searching specifically for enrichment among up or down-regulated genes (as in GSEA), we utilized WebGestalt (Wang et al., 2013) to identify significantly enriched GO Biological Process terms.

### *Statistical analysis and data availability*

All experiments and analysis were conducted with experimenters blind to treatment group. All statistics were performed using SPSS (IBM) or R and tests used included independent t-tests, two-way ANOVA, and two-way repeated measures ANOVA. Our LTP data used in the two-way repeated measures ANOVA violated Mauchly's test of sphericity ( $p < 0.05$ ), so Greenhouse-Geisser corrected p-values were used for analysis. Unless otherwise stated, data values here are given as mean  $\pm$  standard error. All raw and processed data has been deposited to Gene Expression Omnibus (GEO) and is available as SuperSeries GSE119321. Specifically, the mRNA sequencing data is available as GSE119318 and the miRNA sequencing data is available as GSE119319. All software packages used in R for data analysis are freely available.

## References Cited

- Garfinkel, B.P., Melamed-Book, N., Anuka, E., Bustin, M., and Orly, J. (2015). HP1BP3 is a novel histone H1 related protein with essential roles in viability and growth. *Nucleic Acids Res* 43, 2074-2090.
- Griffiths-Jones, S. (2006). miRBase: the microRNA sequence database. *Methods Mol Biol* 342, 129-138.
- Kaczorowski, C.C., Sametsky, E., Shah, S., Vassar, R., and Disterhoft, J.F. (2011). Mechanisms underlying basal and learning-related intrinsic excitability in a mouse model of Alzheimer's disease. *Neurobiology of aging* 32, 1452-1465.
- Keane, T.M., Goodstadt, L., Danecek, P., White, M.A., Wong, K., Yalcin, B., Heger, A., Agam, A., Slater, G., Goodson, M., *et al.* (2011). Mouse genomic variation and its effect on phenotypes and gene regulation. *Nature* 477, 289-294.
- Kozomara, A., and Griffiths-Jones, S. (2014). miRBase: annotating high confidence microRNAs using deep sequencing data. *Nucleic Acids Res* 42, D68-73.
- Kramer, A., Green, J., Pollard, J., Jr., and Tugendreich, S. (2014). Causal analysis approaches in Ingenuity Pathway Analysis. *Bioinformatics* 30, 523-530.
- Li, B., and Dewey, C.N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12, 323.
- Liao, Y., Smyth, G.K., and Shi, W. (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. *Nucleic Acids Res* 41, e108.
- Liberzon, A., Subramanian, A., Pinchback, R., Thorvaldsdottir, H., Tamayo, P., and Mesirov, J.P. (2011). Molecular signatures database (MSigDB) 3.0. *Bioinformatics* 27, 1739-1740.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* 15, 550.
- Neuner, S.M., Garfinkel, B.P., Wilmott, L.A., Ignatowska-Jankowska, B.M., Citri, A., Orly, J., Lu, L., Overall, R.W., Mulligan, M.K., Kempermann, G., *et al.* (2016). Systems genetics identifies Hp1bp3 as a novel modulator of cognitive aging. *Neurobiology of aging* 46, 58-67.
- Neuner, S.M., Wilmott, L.A., Hope, K.A., Hoffmann, B., Chong, J.A., Abramowitz, J., Birnbaumer, L., O'Connell, K.M., Tryba, A.K., Greene, A.S., *et al.* (2015). TRPC3 channels critically regulate hippocampal excitability and contextual fear memory. *Behavioural brain research* 281, 69-77.
- Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., *et al.* (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences of the United States of America* 102, 15545-15550.
- Wang, J., Duncan, D., Shi, Z., and Zhang, B. (2013). WEB-based GEne SeT AnaLysis Toolkit (WebGestalt): update 2013. *Nucleic acids research* 41, W77-83.

# Supplementary material for: Knockdown of heterochromatin protein 1 binding protein 3 recapitulates phenotypic, cellular, and molecular features of aging
**Source:** Aging Cell. 2018 Dec 13;18(1):e12886. doi: 10.1111/acel.12886
**Supplement:** Supplementary file 6

## **Data S1: Experimental Procedures**

**Table S1, Related to Figure 2: List of genes differentially expressed relative to strain, treatment, or that display a significant interaction between strain and treatment. See also Figure 2.**

\*See Excel spreadsheet.

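In Table S2, each effect has a log2FC, a standard error and an adjusted p from DESeq2, and a model with an interaction gives the treatment effect of the reference strain. The log2FCs that Table S2 gives for treatment were set against those that DESeq2 gave here for 1672 miRNAs. Their median absolute difference from the effect of treatment in B6 mice was 2.5e-06, and the largest was 0.0018. From the effect in D2 mice the median absolute difference was 0.54, and from the effect averaged over the strains it was 0.27. For strain, 32 miRNAs had an adjusted p under 0.10 in edgeR's test between D2 and B6 Ctrl mice, where the paper's Table S2 has 37. DESeq2's test of the same mice gave 38.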

**Table S2, Related to Figure 6: DESeq2 results from analysis aimed at identifying differentially expressed miRNAs relative to strain, treatment, or which display an interaction between strain and treatment. See also Figure 6.**

\*See Excel spreadsheet

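Table S3 pairs each miRNA family predicted by IPA with a miRNA of the sequencing data. Of those beyond mir-21 and mir-223, mmu-miR-155-5p had a log2FC of 1.06 averaged over the strains (standard error 0.43, edgeR adjusted p = 0.390) and mmu-miR-146a-5p one of 0.87 (standard error 0.32, edgeR adjusted p = 0.370). In B6 mice these were 2.07 and 1.25, and in D2 mice 0.06 and 0.49. The increase of mmu-miR-132-3p was 0.48 (standard error 0.17, edgeR adjusted p = 0.370). DESeq2's test in B6 mice gave adjusted p of 0.0672 for mmu-miR-155-5p and mmu-miR-146a-5p and 0.0996 for mmu-miR-132-3p. Its test averaged over the strains gave 0.292 for mmu-miR-155-5p, 0.0963 for mmu-miR-146a-5p and 0.153 for mmu-miR-132-3p. mmu-miR-103-3p changed by -0.12 (standard error 0.06, edgeR adjusted p = 0.460). The other tested miRNAs of the table, mmu-miR-125b-2-3p, mmu-miR-125b-5p, mmu-miR-15a-5p, mmu-miR-17-3p and mmu-miR-324-5p, had log2FCs between -0.10 and 0.13 averaged over the strains. Their edgeR adjusted p were between 0.620 and 0.747. Of these, mmu-miR-17-3p and mmu-miR-15a-5p had opposite signs in the strains. They were at 0.52 and 0.20 in B6 mice and at -0.26 and -0.05 in D2 mice. Their interactions had edgeR adjusted p of 0.898 and 0.902. For the prediction of miR-124-3p the table gives mmu-miR-1247-5p, which had a log2FC of -0.23 averaged over the strains (standard error 0.25, edgeR adjusted p = 0.670). In B6 mice it was -0.68 and in D2 mice 0.22. The log2FC and adjusted p printed there are those that Table S2 lists for mmu-miR-124-3p. Averaged over the strains, the log2FC of mmu-miR-124-3p here was -0.10 (standard error 0.08, edgeR adjusted p = 0.623). mmu-miR-10a-3p, mmu-miR-122-5p and mmu-miR-155-3p had 34, 73 and 3 counts over the 12 libraries and were not tested.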

**Table S3, Related to Figure 6: List of miRNAs identified by Ingenuity Pathway Analysis as putative upstream regulators of observed mRNA changes after *Hp1bp3* KD. See also Figure 6.**

\*See Excel spreadsheet

How the deposited data were processed for this re-analysis (not part of the article)

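Small RNA sequencing was analysed in hippocampal tissue of 12 mice in 4 groups of 3, given by strain (B6 or D2) and treatment (Ctrl or Hp1bp3 KD). The group and number of each mouse were taken from the sample labels, whose groups are those of the paper. The groups share no mouse numbers, so no samples were paired. The mRNA data were not analysed here, and the level of Hp1bp3, which would check the treatment labels, was not measured by the miRNA counts.

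The authors made the libraries with the Illumina TruSeq Small RNA kit and sequenced them with an Illumina sequencer. The paper states that all samples were sequenced again after an error with barcodes and that the reads of both runs were joined for 10 of the 12 samples, which it does not name. The authors aligned the reads to mouse miRNA precursors of miRBase with bowtie and counted reads on mature miRNAs with featureCounts. The deposited counts are whole numbers without normalization for 1915 miRNAs. The paper's text does not say whether strand was used in the counting or how reads that match several miRNAs were treated, so that miRNAs of nearly the same sequence or on opposite strands of a precursor can share reads. The authors also deposited regularized log values on the log2 scale, which DESeq2 makes from the counts after scaling by its size factors and which shrink low counts toward the mean. The deposited log2 values were used as they are, for the 134 miRNAs of the lists below. No column of either table belonged to a sample outside the 12 mice.

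Counts were tested with edgeR 4.0.16 in R 4.3.3. The filter filterByExpr kept 674 miRNAs, library sizes were scaled by TMM, and the quasi-likelihood test was fitted with a mean for each of the 4 groups, which share one estimate of the spread. Contrasts were the effect of Hp1bp3 KD averaged over the strains, the effect in B6 and in D2 mice, the interaction, and the difference between strains. P-values were adjusted by Benjamini-Hochberg, with thresholds of 0.10 and 0.05 as in the paper. The log2 CPM was computed with a prior count of 2. Standard errors were taken from the log2 fold change and its F statistic. DESeq2 1.42.0, with the interaction design of Table S2, and limma-voom (limma 3.58.1) were alternatives. Single values were compared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Treatment was tested by exact permutation of treatment within each strain. Strain and interactions were tested by permuting strain within each treatment, which for an interaction assumes that strain has no effect. Each permutation has 400 arrangements, and the smallest two-sided p it can give is 0.005. A comparison of 3 mice against 3 within a single strain cannot reach 0.05 by permutation, and no such p is given.

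The edgeR and DESeq2 fits were tested on simulated data drawn from the means and library sizes of the real samples, with 200 miRNAs changed by a known fold change. At an adjusted p under 0.10, edgeR recovered 88.5% of those changed 2-fold and 96.0% of those changed 4-fold, with 9.69% and 5.42% of its calls false. DESeq2 recovered 88.0% and 99.0%, with 5.88% and 4.35% of its calls false. With no miRNA changed, in a single draw, each called 0. The simulated libraries did not fall into sets as the real ones did. On the real counts, splits other than the real one gave up to 27 miRNAs in edgeR at 0.10 for the averaged effect. In DESeq2 they gave up to 31. The simulated shares of false calls thus need not hold for the real data. With 20 miRNAs changed at a time, in 10 draws, edgeR recovered 71.5% of 2-fold and 95.0% of 4-fold changes averaged over the strains, and 50.5% and 88.5% in B6 mice.

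Totals per library ranged from 3612699 to 8524850 counts. A miRNA was taken as detected with at least 3 counts, and detection was also computed with all libraries thinned to the smallest total. Replicate pairs within groups were compared by a chi-square test of their counts. The statistic per degree of freedom was between 82.5 and 766 over the 12 pairs, so that no pair differed by as little as sampling noise and each mouse was counted as 1 replicate.

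The miRNAs named in the text are those the paper's text or Table S3 names, the members of a myeloid list, the 9 miRNAs at an adjusted p of 0.05 in Table S2, and the 3 with the smallest p for the strain effect, for D2 mice and for the interaction. The 10 with the smallest p for treatment were to be added where their adjusted p was under 0.10, which none reached. mmu-miR-1298-5p, mmu-miR-124-3p, mmu-miR-206-3p, mmu-miR-5114, the abundant miRNAs, the antisense pairs and single members of the choroid plexus list fall outside this rule and were named after their values were seen. Lists of myeloid, erythroid, choroid plexus, neuronal, oligodendrocyte and endothelial miRNAs and of the Dlk1-Dio3 cluster were fixed in advance, the myeloid list with Table S2 in view. The score of a list is the mean of its tested miRNAs' log2 CPM, each centred on its mean over the libraries. Positions are those of the GENCODE M21 annotation of GRCm38, matched by gene name.

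Alternatives were the scaling (DESeq2's size factors, library size alone, none), the filter on low counts (none, or a mean of at least 50 counts), DESeq2, limma-voom, robust estimation, designs without the interaction, with the mouse number as a covariate or with the mice of one strain alone, the scale of the values of mmu-miR-223-3p, the minimum count for detection, and leaving out each mouse in turn. The libraries fell into 2 sets by the miRNAs inside Htr2c. The set was added as a block, in edgeR and in DESeq2, after the data had been seen. Figures were drawn with matplotlib 3.10.9.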

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

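The tests in this part on the sets of libraries, on strain variants and on the unadjusted numbers were chosen only after the results were seen.

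The 12 libraries fell into 2 sets that the paper does not report. The set was defined by the mean log2 CPM of 10 miRNAs that lie inside Htr2c (GRCm38 chromosome X, 146962513 to 147197277), and this mean differed by 2.69 between the 7 libraries with high and the 5 with low values. Since this measure defines the sets, the difference has no test. The low set holds B6 Ctrl mice 53 and 56, B6 KD mouse 32, D2 Ctrl mouse 30 and D2 KD mouse 49. The first principal component of the log2 CPM of all tested miRNAs, with 31.5% of the variance, separated the same sets without overlap. Several technical explanations were weighed. The choroid plexus list includes mmu-miR-448-3p, which lies inside Htr2c, and its other miRNAs were 0.64 higher in the same 7 libraries (exact permutation test of the sets, 792 arrangements, two-sided p = 0.0038). That difference came from mmu-miR-204-5p, higher by 2.62, and mmu-miR-211-5p, higher by 1.27, while mmu-miR-449a-5p, mmu-miR-200a-3p and mmu-miR-200b-3p differed by -0.29, -0.09 and -0.29. A candidate explanation is that choroid plexus tissue was taken with the hippocampus in 7 mice and not, or less, in 5. The log2 total counts differed by 0.16 (exact permutation test, p = 0.557), which gives no sign that depth separates the sets. The erythroid score differed by 0.038 (exact permutation test, p = 0.808), which gives no sign of a difference in blood. As for treatment, the Htr2c mean was 0.68 higher in KD than in Ctrl mice within strains, which was not larger than the spread between mice (exact permutation test, p = 0.315), and every group had mice in both sets. Whether the sets follow the sequencing runs could not be tested, since the libraries sequenced in both runs are not named, and the tissue was not examined, so that choroid plexus remains a hypothesis.

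More miRNAs differed between strains than with treatment, which the paper's text does not discuss. At an adjusted p under 0.10 in edgeR, 65 miRNAs differed between D2 and B6 mice, and 1 of 100 splits of the mice gave as many, the real split itself. The highest number in another split was 9. With the set of libraries as a block the number was 62. A base that differs from the reference in D2 mice could lower the number of reads that align, which would make most of the miRNAs lower in D2. Of the 65, 35.4% were lower in D2 (95% Wilson interval from 24.9% to 47.5%), but the share depended on the processing. It was 46.5% in DESeq2, 50.8% without a filter on low counts (95% Wilson interval from 38.6% to 62.9%) and 50.9% without B6 KD mouse 38, so that strain variants could not be told apart from other explanations by it. Reads shared between near-identical miRNAs were not examined either, so that a biological difference between the strains remains a hypothesis.

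The 3 miRNAs with the smallest p for strain are outside those the paper discusses. mmu-miR-8114 had 92 to 215 counts in the B6 and 1 to 9 counts in the D2 libraries, a log2FC of -5.22. It lies on GRCm38 chromosome 1 from 153899926 to 153900036, within an exon of Glul. mmu-miR-8111, on chromosome 8 from 84005628 to 84005764, had 26 to 83 counts in B6 and 1 to 8 in D2 libraries, a log2FC of -4.36. mmu-miR-1957a had 63 to 181 counts in B6 and 213 to 499 in D2 libraries, a log2FC of 1.41. For mmu-miR-8114 and mmu-miR-8111, a difference in expression could not be told apart from a sequence variant between the strains, since no D2 sequence was used here. The higher counts of mmu-miR-1957a in D2 mice go against a variant that lowers the reads that align.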

How the results depend on the processing

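The alternatives named here were chosen before the data were examined, except those with the set of libraries as a block. No paired analysis was possible because the groups share no mouse numbers. No alternative was left out for lack of time. Except where a sentence gives a value as the cause, the cause was not tested.

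The numbers of miRNAs changed by treatment depended on the processing. For the averaged effect at 0.10, edgeR gave 0 with DESeq2's size factors, library size alone, a minimum mean of 50 counts or robust estimation. Limma-voom gave 0 as well. In B6 mice, robust estimation and limma-voom also gave 0. For the effect averaged over the strains at an adjusted p of 0.10, the number was 0 in edgeR and 26 without a filter on low counts (23 higher, 3 lower). Of these 26, mmu-miR-206-3p and mmu-miR-5114, with 62 and 42 counts and named after their values were seen, were below the filter, and 15 were among the 35 miRNAs of Table S2. DESeq2 gave 19 with the interaction and 9 in an additive design. At an adjusted p of 0.05 the numbers were 18, 6 and 2 under the same alternatives. In B6 mice at 0.10, DESeq2's size factors in edgeR, library size alone and a minimum mean of 50 counts each gave 1 miRNA, no filter gave 25, DESeq2 gave 35, and the 6 B6 mice alone gave 9. At 0.05, no filter gave 17, DESeq2 9 and the 6 mice alone 7. In D2 mice, no filter gave 2. With the set of libraries as a block, edgeR gave 0 for treatment at either threshold, with between 64 and 119 miRNAs at an unadjusted p under 0.05 over the alternatives of the averaged effect that left out no mouse. DESeq2 with this block gave 15 at 0.10 and 7 at 0.05 for the averaged effect, and 20 at 0.10 and 13 at 0.05 in B6 mice. Of those 20, 17 were among the 35 of Table S2.

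Leaving out one mouse at a time gave 0 to 23 miRNAs for the averaged effect at 0.10 and 0 to 1 at 0.05. In B6 mice it gave 0 to 11 at 0.10 and 0 to 10 at 0.05. The numbers were 0 to 1 for D2 mice and 0 to 1 for the interaction. The highest number for the averaged effect, 23, came without D2 KD mouse 57. Without D2 Ctrl mouse 40 it was 19, and without any other mouse it was 0.

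The 65 miRNAs that differed between strains became 41 with a minimum mean of 50 counts and 32 when Ctrl mice alone were compared. Under the other alternatives they numbered 45 to 71, and 46 to 62 with a mouse left out. Higher and lower in D2 were 42 and 23 in the main setting, 38 and 33 in DESeq2, 25 and 20 with library size alone, and 30 and 31 without a filter.

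The F ratio of treatment for mmu-miR-223-3p was 4.57 to 5.91 under the other scales and designs and 3.56 to 16.4 with a mouse left out. Its exact permutation p was under 0.05 without B6 Ctrl mouse 55, D2 Ctrl mouse 40 or D2 KD mouse 41. The log2 difference in total counts, -0.085, was -0.12 without the 10 most abundant miRNAs and -0.23 to 0.077 with a mouse left out, changing sign. The difference in detected miRNAs, -2.83, ranged from -17.7 with a minimum of 1 count to 1.50 after thinning, over 3 alternatives, and was -23.2 to 14.8 with a mouse left out, so that neither shows a direction. The median log2FC of 0.01 became -0.029 with library size alone and -0.10 with no scaling, where the size of the libraries itself enters.

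The myeloid score was higher in KD mice in all 16 alternatives run for it, but its exact permutation p, 0.045 in the main setting, was not under 0.05 in 12 of them. These were all 4 that left out no mouse, with p from 0.05 to 0.08, and 8 of the 12 that left out a mouse. The difference of 0.76 was 0.50 on the authors' regularized log values, 0.72 with library size alone, 0.62 without mmu-miR-142a-3p, mmu-miR-142a-5p and mmu-miR-223-3p (2 of the 3 members left are also calls of Table S2), and 0.78 with the set of libraries as a block. It was 0.63 to 0.93 with a mouse left out, with exact permutation p from 0.025 to 0.095. With a mouse left out, the oligodendrocyte score was -0.26 to 0.014, the endothelial score 0.13 to 0.26 (exact permutation p under 0.05 without B6 Ctrl mouse 55) and the Dlk1-Dio3 score -0.0082 to 0.067. The Dlk1-Dio3 score was -0.011 with library size alone.

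Of 29 named miRNAs tested, 28 kept their direction in all alternatives run for them. The exception was mmu-miR-150-5p, at 0.01 in the main setting. It was -0.0060 with DESeq2's size factors in edgeR, -0.036 with library size alone, -0.0060 in DESeq2 with the interaction and in the additive design, -0.019 with the mouse number as a covariate, and -0.040 to 0.039 with a mouse left out. Of the 29, 14 passed an adjusted p of 0.10 in at least one alternative where they did not in the main setting. Without a filter 12 did so, in DESeq2 with the interaction 9, in the additive design 3, in DESeq2 with the set of libraries as a block 8, and with a mouse left out 7.

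Among the miRNAs to be named, mmu-miR-10a-3p, mmu-miR-122-5p, mmu-miR-155-3p and mmu-miR-223-5p had between 3 and 73 counts over the 12 libraries and were below the filter. Without a filter, the smallest adjusted p among these 4 was 0.718 averaged over the strains and 0.570 in B6 mice, both for mmu-miR-223-5p, in edgeR's test. No change in them was thus called. The same test averaged over the strains gave mmu-miR-5114 and mmu-miR-206-3p, with 42 and 62 counts, an adjusted p of 0.0867. Their log2FCs were 2.35 and 2.76. Counts of that size therefore did not rule out a call, although smaller changes may have been missed. In simulated data with 20 miRNAs changed at a time, in 10 draws chosen after the results were seen, edgeR recovered 71.5% of 2-fold changes averaged over the strains and 50.5% in B6 mice. Fewer or smaller changes were not simulated, nor were the sets of libraries.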

Differences from the paper's values

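The paper reports 35 miRNAs at an adjusted p of 0.10 and 9 at 0.05 relative to treatment. In edgeR's quasi-likelihood test the effect averaged over the strains gave 0 at 0.10, against the paper's 35, and 0 at 0.05, against the paper's 9. The paper's numbers match DESeq2's test in B6 mice, so that the averaged effect is a different contrast. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's 35 without a filter on low counts, at 26, and in no other. For the paper's 9 it did so in DESeq2 with the interaction design, at 6. DESeq2 with the set of libraries as a block, chosen after seeing the values, gave 7.

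For the effect in B6 mice, edgeR gave 0 at 0.10 and 0 at 0.05, against the paper's 35 and 9. DESeq2's Wald test with the interaction design gave 35 and 9, and the 35 were the same miRNAs as the paper's. The paper's methods name DESeq2. Without a filter, edgeR gave 25 in B6 mice at 0.10, which is also within 1.5 times the paper's 35, but 17 at 0.05. At 0.05, the 6 B6 mice alone gave 7, edgeR without B6 KD mouse 38 gave 10, and DESeq2 with the set of libraries as a block, chosen after seeing the values, gave 13. The other alternatives did not come within 1.5 times.

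The paper's log2FC of 1.2 and adjusted p of 0.09 for mmu-miR-223-3p match DESeq2's Wald test in B6 mice, which gave 1.15 and 0.0878. An average over the strains is a different contrast. For mmu-miR-223-3p, the log2FC averaged over the strains was 0.77 (standard error 0.30), against the paper's 1.2. Only leaving out B6 Ctrl mouse 55, at 1.11, brought it within the standard error. In B6 mice the log2FC was 1.17, within the standard error of the paper's value. The adjusted p was 0.376 averaged over the strains and 0.285 in B6 mice, against the paper's 0.09. Averaged over the strains, it came within 1.5 times without a filter, at 0.0683, and without B6 Ctrl mouse 55, at 0.132, and in no other alternative. In B6 mice it did so in DESeq2, at 0.0878, and, chosen after seeing the values, in DESeq2 with the set of libraries as a block, at 0.107. An adjusted p under 0.10 in B6 mice was also reached by edgeR without a filter, at 0.0438, and without B6 Ctrl mouse 55, at 0.0434, both lower than the paper's by more than 1.5 times.

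The F ratio of treatment for mmu-miR-223-3p on the regularized log values was 5.58, and the paper's is 5.6. The p given with it differs, at 0.07 by exact permutation of treatment within strains against the paper's 0.046 from a 2-way analysis of variance. The exact permutation p was 0.06 on log2 CPM, 0.055 without the interaction, 0.045 without D2 Ctrl mouse 40 and 0.035 without D2 KD mouse 41, each within 1.5 times the paper's value, and 0.075 on the values without a log, 0.07 on log2 of the scaled counts, and 0.02 without B6 Ctrl mouse 55, which are not, nor are the other alternatives.

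The paper describes mir-223 as differentially expressed relative to treatment. Its adjusted p in edgeR was over 0.10 in both tests above, and the settings that call it are those given in the preceding paragraphs. Table S3 pairs miR-124-3p with mmu-miR-1247-5p, but its log2FC and adjusted p for this pair are those of mmu-miR-124-3p in Table S2. In edgeR's test averaged over the strains, mmu-miR-124-3p had a log2FC of -0.10 and mmu-miR-1247-5p one of -0.23. The printed log2FC is -0.163, and in B6 mice edgeR gave mmu-miR-1247-5p a log2FC of -0.68.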

Other observations

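The tests of DESeq2's calls, of the unadjusted numbers, of the sets of libraries and with the total counts or the erythroid score as a covariate were chosen only after the results were seen. The tests of blood, choroid plexus, depth and abundant miRNAs for the myeloid score, of the mouse numbers, of Table S2 and of the antisense pairs were chosen before.

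How many miRNAs other splits of the same mice would give was counted. For edgeR, where the real split gave 0 miRNAs for treatment averaged over the strains, in B6, in D2 and for the interaction, 100 of 100, 10 of 10, 10 of 10 and 100 of 100 splits gave as many, which a count of 0 fixes in advance. The same holds at an adjusted p of 0.05 for the averaged effect (100 of 100) and for B6 mice (10 of 10). At an unadjusted p under 0.05, 3 of 100 splits gave at least the 78 miRNAs of the averaged effect, 1 of 10 the 97 of B6 mice, 8 of 10 the 26 of D2 mice, and 55 of 100 the 28 of the interaction. The treatment labels thus carried more low p-values across strains than most splits did, although 10 splits of 6 mice can give no share under 0.1. With DESeq2, 7 of 100 splits gave at least the 19 miRNAs of the averaged effect at 0.10 and 10 of 100 at least the 6 at 0.05. In B6 mice, 2 of 10 splits gave at least 35 at 0.10 and 2 of 10 at least 9 at 0.05.

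The other split of B6 mice that gave as many DESeq2 calls was the one that follows the 2 sets of libraries. It parts B6 Ctrl mice 53 and 56 and B6 KD mouse 32 from the other 3, and it gave 37 miRNAs at 0.10 and 23 at 0.05, against 35 and 9 for the real split. In edgeR it gave 20 at 0.10 against 0, while at an unadjusted p under 0.05 it gave 63 against 97. With 1 KD and 2 Ctrl mice of B6 in the low set, the sets and treatment overlap in part. With the set as a block in DESeq2, 17 of the 35 calls of Table S2 remained among 20 calls. The block has 2 levels and leaves differences within a set. In the high set, the centred Htr2c mean was 0.58 in B6 Ctrl mouse 55. In B6 KD mice 35 and 38 it was 1.28 and 1.29. The calls that remained thus do not exclude a graded difference between libraries. The others of the 35, beyond those 17, were no longer called, which alone does not show that the set accounts for them. Among these, mmu-miR-223-3p had a log2FC in B6 mice of 1.15 without and 1.11 with the block. Its adjusted p in DESeq2's test was 0.0878 and 0.107. For the rest, the set and treatment were not told apart.

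The log2FCs that Table S2 gives for treatment had a median absolute difference of 2.5e-06 from DESeq2's effect in B6 mice alone and of 0.27 from the effect averaged over the strains. This is what would be seen if the treatment columns of Table S2 held the effect in B6 mice, which is the reference strain of an interaction design.

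In the labels, mouse numbers run in the order of treatment, upward from KD to Ctrl in B6 mice and from Ctrl to KD in D2 mice, with no overlap between treatments. An effect of that order would push the 2 strains in opposite directions. The correlation across the tested miRNAs of the 2 strains' differences in mean log2 CPM was 0.29, positive but not beyond what permuted treatment gave (exact permutation test, 400 arrangements, two-sided p = 0.36), and 0.23 with the set of libraries as a block. In an additive design, 69 miRNAs had an unadjusted p under 0.05 for treatment averaged over the strains, and 64 with the mouse number as a covariate, while the log2FC of mmu-miR-223-3p was 0.78 and 0.74. A linear effect of the order largely cancels in the averaged effect, since the order runs opposite ways in the strains. The small change with the covariate was thus largely fixed by this layout and does not decide on the order. In both designs 0 miRNAs had an adjusted p under 0.10, and such counts can show no change either. Within a strain, treatment and mouse number could not be told apart.

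The myeloid score, the mean of 6 tested miRNAs of the list, was 0.76 higher in KD than in Ctrl mice on the log2 scale (exact permutation test within strains, two-sided p = 0.045, within-group SD 0.48), with 6 of 6 miRNAs higher on average, although mmu-miR-150-5p changed sign with the scaling. The list was written with Table S2 in view, and 5 of the 6 are among its 35 miRNAs, which were called on the same mice. The increase and its p were therefore in part fixed by the choice of the list and are no evidence beyond those calls. The differences were 1.28 in B6 and 0.23 in D2 mice, and the interaction of -1.05 was not significant (exact permutation test, p = 0.09, adjusted over 7 lists 0.315). Within the low set of libraries, the score was 1.77 higher in KD in B6 and 0.76 in D2 mice, and within the high set the differences were 0.71 in B6 and -0.03 in D2 mice, with 1 or 2 mice on each side. With a count of 2 added to each and CPM without TMM, the increase was 0.719. Of this, 105.4% was left without the 10 most abundant miRNAs in the library totals, which goes against abundant miRNAs as the source. After thinning to the smallest library 101.2% of it was left, but thinning can hardly move a score relative to the library total and does not decide on depth. With the log2 total counts as a covariate, 92.2% of the increase of 0.76 was left, which goes against depth as far as it acts alike within the groups. Blood left in the tissue would raise the erythroid score, which was 0.16 higher in KD mice (exact permutation test, p = 0.345, adjusted over the 6 other lists 0.578). The choroid plexus score was 0.33 higher (exact permutation test, p = 0.385, adjusted 0.578). Both differences were within the spread between mice but in the same direction. As far as the sets of libraries reflect choroid plexus, they go against it as the source, since the myeloid score differed by 0.073 between the sets (exact permutation test, 792 arrangements, p = 0.856) and 102.6% of the increase was left with the set as a block. As for blood, the erythroid difference was 0.15 in B6 and 0.17 in D2 mice. The myeloid interaction was not significant, so that a comparison of the strains does not decide on blood. With the erythroid score as a covariate, 92.0% of the myeloid increase was left, which goes against blood as far as this score measures it. Blood that this score does not show was not tested, and the increase cannot be told apart from it. More myeloid cells after KD may be a further explanation, as a hypothesis, and the paper itself links mir-223 to myeloid cells.

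For the other lists, the neuronal score changed by -0.12 (exact permutation p = 0.16, adjusted 0.48), as much as its SD of 0.12 within groups. It changed by -0.26 in B6 and 0.01 in D2 mice, and the interaction was not significant (exact permutation p = 0.055, adjusted over 7 lists 0.315). The oligodendrocyte score changed by -0.10 (exact permutation p = 0.635, adjusted 0.715), the endothelial score by 0.18 (exact permutation p = 0.12, adjusted 0.48) and the Dlk1-Dio3 score, over 89 miRNAs, by 0.03 (exact permutation p = 0.715, adjusted 0.715), these 3 within the spread between mice.

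Of the 35 miRNAs of Table S2, 3 antisense pairs come from overlapping precursors on opposite strands. If reads were shared between strands, the members would follow each other across libraries. Over the 12 libraries, Pearson's r of log2 CPM was 0.99 for mmu-miR-142b with mmu-miR-142a-3p (Spearman's rho 0.97), 0.99 for mmu-miR-3071-3p with mmu-miR-136-5p (rho 0.99) and 0.98 for mmu-miR-129b-3p with mmu-miR-129-5p (rho 0.96). In a permutation test with 100000 resamples, each r had p = 1e-05, the smallest these can give, and an adjusted p of 1e-05 over the 3 relations. The p for rho was 1e-05, 1e-05 and 2e-05, and the adjusted p 1.5e-05, 1.5e-05 and 2e-05. Without the 2 libraries farthest from the median, r was 0.97, 0.98 and 0.95. Within the 7 libraries of the high set, r was 0.99 for each pair, and the 5 of the low set are too few. The lowest percentile of these among about 10000 random pairs of like abundance was 99.9. The pairs may hold the same reads counted for both members, although transcription of both strands together would look alike.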
